# Characterization of MicroRNAs Associated with Reproduction in the Brown Planthopper, *Nilaparvata lugens*

**DOI:** 10.3390/ijms23147808

**Published:** 2022-07-15

**Authors:** Ni Wang, Chao Zhang, Min Chen, Zheyi Shi, Ying Zhou, Xiaoxiao Shi, Wenwu Zhou, Zengrong Zhu

**Keywords:** microRNAs, *Nilaparvata lugens*, deep sequencing, reproduction, miR-34-5p

## Abstract

Insects have a robust capacity to produce offspring for propagation, and the reproductive events of female insects have been achieved at the molecular and physiological levels via regulatory gene pathways. However, the roles of MicroRNAs (miRNAs) in the reproductive development of the brown planthopper (BPH), *Nilaparvata lugens*, remain largely unexplored. To understand the roles of miRNAs in reproductive development, miRNAs were identified by Solexa sequencing in short-winged (SW) female adults of BPH. Small RNA libraries derived from three developmental phases (1 day, 3 days, and 5 days after emergence) were constructed and sequenced. We identified 905 miRNAs, including 263 known and 642 novel miRNAs. Among them, a total of 43 miRNAs were differentially expressed in the three developmental phases, and 14,568 putative targets for 43 differentially expressed miRNAs (DEMs) were predicted by TargetScan and miRanda. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the predicted miRNA targets illustrated the putative roles for these DEMs in reproduction. The progress events were annotated, including oogenesis, lipid biosynthetic process, and related pathways such as apoptosis, ABC transporters, and amino acid metabolism. Four highly abundant DEMs (miR-9a-5p, miR-34-5p, miR-275-3p, and miR-317-3p) were further screened, and miR-34-5p was confirmed to be involved in the regulation of reproduction. Overexpression of miR-34-5p via injecting its mimics reduced fecundity and decreased *Vg* expression. Moreover, target genes prediction for miR-34-5p showed they might be involved in 20E signaling cascades, apoptosis, and gonadal development, including hormone receptor 4 (HR4), caspase-1 (Cp-1), and spermatogenesis-associated protein 20 (SPATA20). These findings provide a valuable resource for future studies on the role of miRNAs in BPH reproductive development.

## 1. Introduction

Reproduction is fundamental for insects to maintain the population abundance [1]. It has been extensively studied because understanding mechanisms governing reproduction is essential for developing novel strategies for insect control. In most insects, the biosynthesis of vitellogenin (Vg) is a vital process associated with the reproductive success of oviparous species during oogenesis and its accumulation in oocytes [2]. It is often employed as a molecular marker for fecundity and central female reproductive process [3]. In recent years, a significant process has been achieved regarding the mechanisms of reproduction, which includes many factors such as hormone levels, nutrition status, and growth conditions [1]. A network of pathways typically regulates this: the ecdysone hormone pathway [4,5,6], the juvenile hormone pathway [7,8], the insulin pathway [9,10], and the nutritional amino acid/target of rapamycin (AA/TOR) signaling pathway [11,12]. The complex interaction varies greatly depending on the reproductive strategies adopted by insects. Even though many previous studies have revealed much about the essential genes and pathways in regulating insect reproduction, multiple regulatory factors and biological functions in modulating reproduction remain to be announced.

MicroRNAs (miRNAs) are a class of small non-coding (~22 nt) endogenous RNA molecules that extensively regulate gene expression in a variety of ways, including translational repression, mRNA cleavage, and deadenylation [13]. Since the discovery of insect miRNAs in *Drosophila melanogaster*, numerous studies have demonstrated their distinct roles in many critical development events [14,15]. Recent studies have revealed that miRNAs play an essential role in the reproduction of non-Drosophilid female insects such as *Aedes aegypti* [16,17,18,19], *Locusta migratoria* [20,21,22], and *Bombyx mori* [23,24,25]. In addition to the aforementioned, information concerning the potential roles of reproduction-related miRNAs in other insects is limited, especially in agricultural insect pests. Although miRNA profiles in diverse insects have been reported in the past few years, confirmation of their target genes and investigation of their biological significance remains largely unexplored [26,27,28]. Hence, it is essential to decipher insect-specific miRNAs’ biological roles and their contribution to insect reproduction events.

The brown planthopper (BPH), *Nilaparvata lugens*, is a typical monophagous insect herbivore that feeds exclusively on rice—the most important staple food crop globally and a significant food source for about half of the world’s population and has become the most severe and destructive insect pests of rice crops through phloem sap-sucking and nutrient depletion in both temperate and tropical regions of Southeast Asia [29]. This pest can cause severe economic damage during rice production, directly by feeding and indirectly by transmitting several plant viral diseases [30]. The high fecundity based on oogenesis enables planthoppers to flourish populations under appropriate conditions and rapidly develop insecticide resistance under the chemical control [31]. In addition, short-winged (SW) morphs are less mobile than long-winged (LW) morphs but have higher fertility and destructiveness [32]. Therefore, BPH dimorphism greatly exacerbates the extent of agricultural harm and makes this pest challenging to control. Given that safety and feasibility, understanding the molecular basis of pest outbreaks and developing environment-friendly pest-control strategies are crucial to preventing planthopper outbreaks.

Based on the context, we performed a high-throughput Solexa sequencing method to extend the repertoire of SW morphs female adult miRNAs and extensively compare their expression patterns in different developmental phases. We constructed three developmental stages (1 day after emergence, marked 1 d; 3 days after emergence, marked 3 d; 5 days after emergence, marked 5 d) of SW morphs in female adults to find out the miRNAs involved in BPH reproduction. Then, 43 differentially expressed miRNAs (DEMs) were identified, and the targets of these miRNAs were predicted. The miRNAs target prediction and their functional annotations by Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichments were further used to predict the modulatory roles in reproductive development. Four highly abundant differentially miRNAs (*miR-9a-5p*, *miR-34-5p*, *miR-275-3p*, *and miR-317-3p*) associated with reproduction were identified and functionally characterized using miRNA mimics. While the precise targets of these miRNAs need to be investigated further, these discoveries might provide a better understanding of the involvement of miRNAs in BPH reproduction and offer a potential biological foundation for pest management.

## 2. Results

### 2.1. Small RNA Library Construction and Illumina Sequencing

To investigate the miRNAs associated with the reproduction of the *N. lugens*, three BPH developmental phases, 1 d (1 day after emergence), 3 d (3 days after emergence), and 5 d (5 days after emergence), were selected to construct three libraries and sequenced by high-throughput Solexa sequencing technology. 

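The deposited expression table holds 9 small RNA libraries of SW female adults, 3 for each developmental phase, with a raw and a normalized read count of each miRNA in each library. The paper's methods describe samples of 30 insects, pooled total RNA and small RNA isolated on a gel. Whether the 3 libraries of a phase come from separate pools of insects is not stated, and they were treated as replicates. The sample labels describe whole bodies of the short-winged morph and give the protocol of a paired-end mRNA library. All sequences in the table were 18 to 26 nt long. The authors cleaned and annotated the reads with ACGT101-miR, removed reads of mRNA, Rfam families and repeats, and searched the rest against miRBase and the *N. lugens* genome, whose build is not given in the sources used here. The normalized counts are the raw counts of a library multiplied by one correction factor, which was between 0.566 and 2.49.

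The reads on the listed miRNAs came to 2798093, 972506 and 2704858.5 in the 1 d libraries, to 1316107, 1938972.5 and 3184052 in the 3 d libraries, and to 2537885.5, 2281951 and 1602709 in the 5 d libraries. The medians were 2704858.5, 1938972.5 and 2281951 reads, and the sums of the 3 libraries were 6475457.5, 6439131.5 and 6422545.5 reads. The paper's Table S1 reports 9679096, 9698146 and 9737107 valid reads for 1 d, 3 d and 5 d, before the assignment to miRNAs, and does not state whether these are sums or means over libraries. The values given here rest on the reads on the listed miRNAs. Some counts were not whole numbers, in 224 of the 759 distinct sequences, and these estimated counts were rounded. Between libraries of the same phase, Pearson's r of the log2 CPM was between 0.891 and 0.958 across miRNAs, which are not independent replicates. No library was a repeat of another of the same phase, since the chi-square per degree of freedom between libraries of the same phase was between 81.5 and 864, but this does not tell whether the insects were separate. The most abundant miRNA held between 22.4% and 28.2% of the reads of a library.

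Differential expression was tested with edgeR's quasi-likelihood F-test, 2-sided, on the counts of the distinct sequences, with TMM normalization and all 9 libraries in one model. The filter on low counts kept 341 of the 759 sequences, and their common biological coefficient of variation was 0.692. Sequences with a Benjamini-Hochberg adjusted p below 0.05 were called. Standard errors of log2 fold changes were derived from the F statistic of the test. Exact permutation tests between single phases used the TMM-normalized CPM of each library. The reads carry no molecular identifiers, so intervals and detection floors cover counting error only.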

A total of 15,571,289, 16,362,568, and 15,147,276 raw reads were obtained from three BPH small RNA libraries, respectively (Supplementary Table S1). Of these raw reads, 57.87% were valid miRNAs (Figure 1A), and the remaining 42.13% were other RNAs. Low levels of large fragments, such as mRNA (messenger RNA) and rRNA (ribosomal RNA), were also found, which indicated the high quality and no degradation of RNA samples in the present study (Figure 1B). After removing low quality reads (ambiguous N and ratio >10%, no 3′adapter sequence reads, having 5′adapter contaminations sequence reads, no insert fragment reads, less than 18 nucleotides (nt) reads, containing the poly A/T/G/C reads), we obtained 9,679,096 (61.07%), 9,698,146 (59.03%), 9,737,107 (63.85%) high quality valid reads, which represented 2,290,580 (64.25%), 2,206,291 (61.53%) and 2,292,114 (62.97%) unique reads ranging from 18 to 26 nt (Supplementary Table S1). The length of BPH miRNAs ranged from 18 nt to 26 nt, with 22 nt size comprising 28.29%, 26.38%, and 27.71% of the total reads from three libraries, respectively (Figure 1C). The length of BPH miRNAs ranged from 18 nt to 26 nt, with 22 nt size comprising 16.57%, 15.82%, and 18.54% of the unique reads from three libraries, respectively (Figure 1D).

### 2.2. Identification of Detected miRNAs and Their Expression Profiles

Queries of these putative *N. lugens* miRNA reads against the *N. lugens* genomes, and all insect miRNAs in miRBase 22.0 (http://www.mirbase.org/, accessed on 26 January 2022) by BLAST search resulted in the identification of known and novel miRNAs. 

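The expression table lists 905 entries, each of them a miRNA at a precursor. Known miRNAs made up 263 entries, and the other 642 were predicted candidate (PC) miRNAs. Some miRNAs were listed at several precursors, so that 138 names had more than 1 entry. Counted by name, there were 767 miRNAs, with 205 known and 562 PC miRNAs. Counted by mature sequence, there were 759 miRNAs, with 197 known and 562 PC miRNAs, because 8 sequences were listed under 2 names. A position on a genome scaffold was given for 716 sequences, and the 43 sequences without one were all known miRNAs. The predicted free energy of the hairpin was above the paper's limit of -15 kcal/mol (Table S7) in 56 entries, all of known miRNAs. Over all 9 libraries, 145 of the 767 names had fewer than 10 reads.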

After removing the redundant sequences, we identified 905 miRNAs, including 263 known and 642 novel miRNAs, given the prefix ‘PC’ (predicted candidate) in the nomenclature we adopted. Specifically, 281, 293, and 303 miRNAs were obtained during the three developmental phases at 1 d, 3 d, and 5 d, respectively. 

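A miRNA name was counted as detected in a phase when it had at least 1 raw read in each of the 3 libraries. This rule gave 281 miRNAs in 1 d, 293 in 3 d and 303 in 5 d out of 767 names. The counts moved most when 1 read in any library of the phase was enough, to 551, 606 and 611 miRNAs. Single libraries held at least 1 read of between 334 and 499 miRNAs, and the deeper libraries held more of them. Across the 9 libraries, Pearson's r between the log2 of the reads and the number of miRNAs was 0.910 (exact permutation test, 2-sided, p = 0.000413), and Spearman's rho was 0.817 (exact permutation test, 2-sided, p = 0.0108). Without the 2 libraries farthest from the median depth, r was 0.630. No other relation across libraries was computed, and the labels give no sequencing batch.

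When every library was thinned to 972506 reads, the depth of 1 d replicate 2, the counts were 274 ± 2.15 in 1 d, 289 ± 1.87 in 3 d and 297 ± 2.19 in 5 d (mean ± SD of 200 random draws). At this equal depth the difference between the phases with most and fewest miRNAs was 22.9, and all 280 groupings of the 9 libraries into sets of 3 gave a mean difference at least as large (median 49.3).

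**Figure D1:**
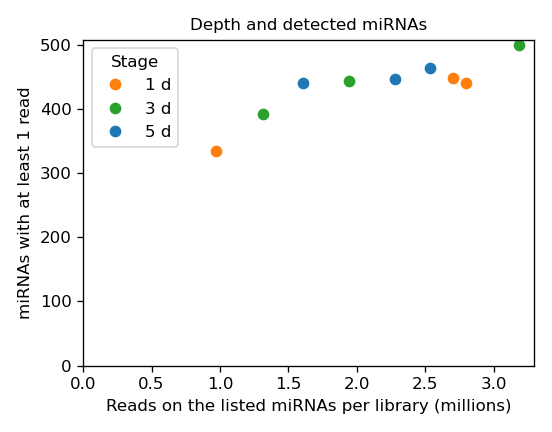
Number of miRNA names with at least 1 read against the reads on the listed miRNAs (axis in units of 1e6 reads), with one point per library and the colour giving the developmental phase. The lowest point is 1 d replicate 2, with 334 miRNAs at 972506 reads, and the highest is 3 d replicate 3, with 499 miRNAs at 3184052 reads.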

Among all the identified miRNAs (known and novel), 19 miRNAs were detected only in 1 d, 24 miRNAs were found only in 3 d, and 30 miRNAs were only found in 5 d. In comparison, 242 miRNAs were co-expressed during the three developmental phases (Figure 2A). Among these miRNAs, 125 and 156 miRNAs, 125 and 168 miRNAs, and 126 miRNAs and 177 miRNAs were known and novel in 1 d, 3 d, and 5 d, respectively (Figure 2B). 

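All 19 miRNAs counted only in 1 d, all 24 counted only in 3 d and all 30 counted only in 5 d also had reads in at least 1 library of another phase. Their median number of reads over the 3 libraries of their phase was 22.5 in 1 d, 31.25 in 3 d and 35.5 in 5 d. None of them was therefore without reads in both other phases. Some had 0 reads in one of these, such as PC-5p-182481_31, counted only in 5 d, with 3.5 reads in 1 d and 0 in 3 d. Without replicate 2, the miRNAs counted only in 1 d rose to 44. Those counted only in 3 d were 73 without replicate 1 and 14 without replicate 3, and those counted only in 5 d were 69 without replicate 3. With every library thinned to the same depth, the means were 16.5, 23.8 and 27.6 miRNAs for 1 d, 3 d and 5 d.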

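By the rule of 1 read in every library, 242 names were detected in all 3 phases. A further 8 names were shared by 1 d and 3 d alone, 12 by 1 d and 5 d alone, and 19 by 3 d and 5 d alone. In total 354 names were detected in at least 1 phase, and 413 of the 767 names in none. With 1 read in any library as the rule, 443 names were shared by all 3 phases.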

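Of the 205 known names, 125 were detected in 1 d, 125 in 3 d and 126 in 5 d. Of the 562 PC names, 156 were detected in 1 d, 168 in 3 d and 177 in 5 d. The count in 1 d rose to 238 PC miRNAs without replicate 2. After thinning to equal depth, the mean numbers were 121, 124 and 125 known miRNAs and 153, 166 and 172 PC miRNAs. Counting a read in any library of the phase raised the known miRNAs to 173, 169 and 168, and the PC miRNAs to 378, 437 and 443.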

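PC miRNAs were the larger part of the list but the smaller part of the reads. They held 9.16%, 8.20% and 9.12% of the reads in the 1 d libraries, 9.62%, 12.4% and 11.8% in the 3 d libraries, and 11.7%, 11.6% and 11.7% in the 5 d libraries. Every sequence of a PC miRNA had a position on a genome scaffold.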

The results showed that novel miRNAs accounted for a large proportion and were specific to *N. lugens*. These putatively specific miRNAs were mapped to the *N. lugens* genomes sequences despite having no detectable homology to any known insect pre-miRNAs in miRBase. Then, length distribution was conducted for the identified miRNAs; we found the 22-nt miRNA was the most abundant (25.97%) and showed a distinct unimodal distribution pattern in every library (Supplementary Figure S1). 

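Sequences of 22 nt made up 235 of the 905 entries, or 26.0% (95% Wilson interval 23.2% to 28.9%). The next shares were 13.8% for 21 nt and 11.8% for 23 nt, and entries of 19 nt made up 11.3%. Counted by name the share of 22 nt was 24.6%, and counted by distinct sequence it was 24.9%. Among the names detected in at least 1 phase it was 34.2%. The share moved most when reads were counted, to 68.8% of the reads in 1 d, 63.3% in 3 d and 62.3% in 5 d. Reads of 23 nt came next, with 22.3%, 28.1% and 29.6%. In single libraries the share of 22-nt reads ranged from 54.6% in 5 d replicate 3 to 71.9% in 1 d replicate 2.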

Further, the expression level of the identified miRNAs was analyzed. 

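Expression levels were sorted by the rule in the note to Table S2, which calls a level high above the mean copy number of the data set, low under 10, and middle between these limits. The rule was applied to the highest of the 3 phase means of the normalized read counts, and the mean copy number was 2631. Of the 767 names, 53 were high (6.91%), 299 middle (39.0%) and 415 low (54.1%). The shares moved most when only names detected in at least 1 phase were counted, to 12.4% high, 74.6% middle and 13.0% low. The deposited table carries the authors' own level for each entry, which is high for 50 names, middle for 453 and low for 264. The low label was given to 262 sequences, the same ones whose highest single library had a normalized count under 10.

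The high miRNAs held between 96.1% and 96.9% of the reads of a library. The most abundant miRNAs over all libraries were dme-miR-276b-3p_2ss10AC21CT with 24.3% of all reads, tca-miR-8-3p with 18.3%, tca-miR-100-5p_R-2 with 7.28%, tca-miR-1-3p with 5.33% and tca-miR-9a-5p_R+1 with 4.34%. From 1 d to 5 d the first 4 of these changed by -0.46, 0.41, -0.68 and -0.22 on the log2 scale in edgeR, and none was called (adjusted p 0.331, 0.672, 0.408 and 0.732). The change of tca-miR-8-3p was -0.05 with the mean read length of the libraries as a covariate. This miRNA is 23 nt long and abundant, so its own level enters that mean.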

The results showed that most miRNAs had middle expression levels in the library, whereas a small number of miRNAs had high expression levels (Supplementary Figure S2).

### 2.3. Characterization of Differential miRNA Expression among Three Libraries

From all detected miRNAs, a total of 22, 19, and 12 differentially expressed miRNAs were obtained in 3 d compared to1 d (3 d vs. 1 d), 5 d compared to 1 d (5 d vs. 1 d), 5 d compared to 3 d (5 d vs. 3 d), respectively (Figure 3A). Among these differentially expressed miRNAs, 13 and 9 miRNAs, 14 and 5 miRNAs, and 9 and 3 miRNAs were up- and down-regulated at each comparison, respectively (Figure 3B). 

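Among the 341 miRNAs tested with edgeR, 0 were called in 3 d vs. 1 d, 5 in 5 d vs. 1 d and 0 in 5 d vs. 3 d. The counts at an unadjusted p below 0.05 were 29, 39 and 8 miRNAs. DESeq2 called 6, 13 and 2 miRNAs in the same comparisons. Limma on the normalized counts called 0, 5 and 0. In the test of all 3 phases together, edgeR called 4 miRNAs, all of them among the 5 of 5 d vs. 1 d, and DESeq2 called 12. Of all alternatives, the unadjusted p moved the count in 5 d vs. 1 d most. The paper's own test on the normalized read counts, at an unadjusted p below 0.05, gave 29, 32 and 17 miRNAs, and with the paper's limit of 1 on the log2 fold change it gave 17, 22 and 10. Without the filter on low counts, edgeR called 19, 26 and 2 miRNAs, and 13 of the 26 had at least 50% of their reads in 1 d replicate 2.

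Single libraries decided several of these counts. In 3 d vs. 1 d, 2 miRNAs were called without 3 d replicate 1. In 5 d vs. 1 d, 0 miRNAs were called without 1 d replicate 1 or without 1 d replicate 3, 2 without 1 d replicate 2, without 5 d replicate 1 or without 5 d replicate 3, and 3 without 3 d replicate 2 or without 5 d replicate 2. The other 2 libraries left out gave 4. In the test of all 3 phases, 1 miRNA was called without 3 d replicate 1, 2 without 5 d replicate 2, and 0 without any one of the other 7 libraries.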

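Of the 5 miRNAs called in 5 d vs. 1 d, 3 were higher and 2 were lower in 5 d. The log2 fold change of tca-miR-34-5p_R+3 was 1.80 (standard error 0.23, adjusted p = 0.00826 from edgeR). It was no longer called without 1 d replicate 1 (adjusted p = 0.0538) or 1 d replicate 3 (0.0589), and its log2 fold change stayed between 1.54 and 1.84 with each library left out in turn. For tca-miR-317-3p_R-3 the log2 fold change was 1.11 (standard error 0.18, adjusted p = 0.0127), with a range of 0.98 to 1.17. Its call was lost without 1 d replicate 1 (adjusted p = 0.108), 1 d replicate 2 (0.0707), 1 d replicate 3 (0.0813), 5 d replicate 1 (0.119) and 5 d replicate 2 (0.0758). For tca-miR-2788-3p_R+3_1ss11GA it was 1.80 (standard error 0.29, adjusted p = 0.0127), with a range of 1.61 to 1.94. Its call was lost without 1 d replicate 1 (0.108), 1 d replicate 2 (0.0736), 1 d replicate 3 (0.0813), 3 d replicate 2 (0.0529), 5 d replicate 1 (0.119) and 5 d replicate 3 (0.128).

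Among the lower miRNAs, tca-miR-9a-5p_R+1 had a log2 fold change of -1.49 (standard error 0.23, adjusted p = 0.0127), with a range of -1.72 to -1.36. It was not called without 1 d replicate 1 (adjusted p = 0.0538), 1 d replicate 3 (0.0813) or 5 d replicate 3 (0.0651). The log2 fold change of PC-5p-24585_327 was -1.89 (standard error 0.37, adjusted p = 0.0422), with a range of -2.20 to -1.84, and it was called with none of the 9 libraries left out (adjusted p between 0.0556 and 0.255). The libraries of 1 d and 5 d did not overlap for any of the 5, and the exact permutation p was 0.1 for each, the smallest that 3 libraries against 3 allow.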

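Table S2 lists 43 miRNAs, and the means of the normalized read counts in the deposited table matched all 129 of its phase means within 1. The authors' level was high for 4 of them, middle for 36 and low for 3. The filter on low counts kept 36 of the 43 for the edgeR test. Over all tested miRNAs, 5 of them were called in 5 d vs. 1 d and 4 across the 3 phases. When p-values were adjusted over the list alone, 3 of them passed in 3 d vs. 1 d, 11 in 5 d vs. 1 d, 0 in 5 d vs. 3 d and 7 across the 3 phases. The study chose the list on these samples, so the counts adjusted over the list alone are not independent evidence. Without adjustment, 14, 17 and 5 of the 36 had a p below 0.05 in the pairwise comparisons.

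Of the 43, 12 had fewer than 100 reads over the 9 libraries, and 9 had a mean under 10 reads per library in every phase. The 3 miRNAs of low level were among those not tested. PC-5p-182481_31 had 3.5 reads in 1 d, 0 in 3 d and 12 in 5 d. The count of 0 allows up to 3 reads over the 3 d libraries. With that floor, and the 12 reads taken as exact, the level in 5 d was 4.01-fold higher than in 3 d. PC-3p-137910_47 had 3.5, 8 and 18 reads, with reads in 1, 1 and 3 libraries. Between 1 d and 5 d its libraries did not overlap (exact permutation test, 2-sided, p = 0.1). PC-5p-142923_44 had 22.5 reads in 1 d, 6.5 in 3 d and 8.5 in 5 d.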

Based on normalized differences in Illumina read counts, a total of 43 miRNAs were identified as being differentially expressed across three developmental phases of SW morphs female adults; most of them showed middle expression level, and four miRNAs (*miR-317-3p_R-3*, *miR-34-5p_R+3*, *miR-9a-5p_R+1*, *miR-275-3p*) showed high level, three miRNAs (*PC-5p-142923_44*, *PC-5p-182481_31*, *PC-3p-137910_47*) showed low level. The detailed information on the differentially expressed miRNAs (DEMs) is in Supplementary Table S2.

The hierarchical clustering analysis was also performed to analyze the expression profile of 43 DEMs (Figure 3C). These DEMs showed varying frequencies among three libraries. In particular, *PC-3p-71874_106* was significantly highly expressed in the 3 d but lowly expressed in 1 d and 5 d. 

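PC-3p-71874_106 had 9 reads in 1 d, 73 in 3 d and 24 in 5 d, summed over the libraries. Reads were present in 1 library of 1 d, 3 libraries of 3 d and 2 libraries of 5 d. The normalized read count was 2.33 ± 4.04 in 1 d, 19.7 ± 3.13 in 3 d and 6.83 ± 7.19 in 5 d (mean ± SD, n = 3 libraries). Every 3 d library was higher than every library of 1 d and of 5 d, with an exact permutation p of 0.1 in both comparisons (2-sided). Across the 3 phases the exact permutation p was 0.0571. The edgeR log2 fold change was 2.89 in 3 d vs. 1 d (standard error 1.61, adjusted p = 0.764) and -1.63 in 5 d vs. 3 d (standard error 1.51, adjusted p = 0.992).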

Some miRNAs revealed relatively low expression in one or two libraries but high expression in another. For instance, *PC-5p-280_24071*, *PC-3p-1819_3013* and *PC-3p-77335_97* showed low expression levels in 1 d and 3 d, but highly expressed in 5 d. In contrast, the sequencing frequency of *PC-5p-142923_44*, *PC-5p-335567_12* and *PC-3p-71007_108* were highly expressed in 1 d. 

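For PC-5p-280_24071 the normalized read count was 1672 ± 77.1 in 1 d, 1643 ± 165 in 3 d and 2055 ± 147 in 5 d (mean ± SD, n = 3 libraries). Its log2 fold change in 5 d vs. 1 d was 0.19 (standard error 0.22, adjusted p = 0.858 from edgeR), and the exact permutation p was 0.2 (2-sided) in TMM-normalized CPM, where the libraries of both phases overlapped. In normalized read counts every 5 d library was above every library of 1 d and of 3 d. PC-3p-1819_3013 had normalized read counts of 788 ± 186, 802 ± 128 and 1393 ± 298, with a log2 fold change of 0.71 in 5 d vs. 1 d (standard error 0.30, adjusted p = 0.408). All 5 d libraries were above the 1 d libraries (exact permutation test, p = 0.1). In normalized read counts all were above the 3 d libraries too, but in TMM-normalized CPM they overlapped (exact permutation test, p = 0.2). PC-3p-77335_97 had 10.5, 11 and 40 reads in the 3 phases and normalized read counts of 2.60 ± 2.55, 3.94 ± 5.65 and 12.4 ± 3.06. Its libraries did not overlap between 1 d and 5 d (exact permutation test, p = 0.1), whereas between 3 d and 5 d they did (exact permutation test, p = 0.3). DESeq2, edgeR and limma did not call any of these miRNAs in 5 d vs. 1 d.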

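The normalized read count of PC-5p-142923_44 was 7.62 ± 1.89 in 1 d, 1.70 ± 1.58 in 3 d and 2.76 ± 2.40 in 5 d (mean ± SD, n = 3 libraries). PC-5p-335567_12 had normalized read counts of 8.93 ± 3.32, 1.13 ± 1.96 and 1.79 ± 3.10, from 24, 6 and 6 reads, and 1 library each of 3 d and 5 d had any. PC-3p-71007_108 had 66.1 ± 22.7, 13.1 ± 22.6 and 20.5 ± 14.9, from 184, 32 and 58 reads, and all 32 reads of 3 d were in 1 library. For each of these miRNAs the 1 d libraries lay above all libraries of 3 d and of 5 d (exact permutation test, 2-sided, p = 0.1). Across the 3 phases the exact permutation p was 0.111, 0.0786 and 0.0821 in the order given. Only PC-3p-71007_108 passed the filter for the edgeR test, with a log2 fold change of -1.81 in 5 d vs. 1 d (standard error 1.52, adjusted p = 0.760).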

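A group of 10 miRNAs had its lowest phase mean in 1 d. The normalized read count rose from 7.31 in 1 d to 35.8 in 3 d and 64.8 in 5 d for PC-3p-99602_71, from 16.1 to 32.5 and 42.5 for PC-3p-91528_79, from 24.0 to 88.5 and 133 for PC-3p-15330_496, and from 1153 to 1728 and 2040 for PC-3p-576_10624. It rose from 236 to 396 and 464 for PC-3p-2015_2755, from 1.21 to 7.28 and 7.58 for PC-5p-193172_29, and from 318 to 536 and 596 for PC-3p-2060_2700. PC-3p-112229_61 had 0 reads in 1 d, 36 in 3 d and 52 in 5 d. With a floor of 3 reads over the 1 d libraries, it was 12.1-fold higher in 3 d and 17.5-fold higher in 5 d, where reads were taken as exact. The other two were tca-miR-34-5p_R+3 and tca-miR-9b-3p_1ss10GT.

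In 5 d vs. 1 d, edgeR called tca-miR-34-5p_R+3 and none of the other 9 miRNAs. For PC-3p-99602_71 the log2 fold change in that comparison was 2.89 (standard error 0.82, adjusted p = 0.181), and for PC-3p-2060_2700 it was 0.78 (standard error 0.29, adjusted p = 0.346). Other settings called some of these at an adjusted p. PC-3p-99602_71 was called by DESeq2, by limma with 10 added to the counts and by a newer estimator of edgeR (adjusted p between 8.47e-05 and 0.452 over all settings). DESeq2 also called PC-3p-2060_2700 (between 0.0146 and 0.728) and PC-3p-112229_61 (between 0.00278 and 0.430). Of the 10, PC-3p-99602_71 and tca-miR-34-5p_R+3 reached an exact permutation p of 0.00357 across the 3 phases, the smallest that the 280 groupings of 9 libraries allow. The list-adjusted value was 0.0256 for both, but the list was chosen on these same libraries, so it is not independent evidence. Over all tested miRNAs, the adjusted p across the phases from edgeR was 0.401 for PC-3p-99602_71 and 0.0302 for tca-miR-34-5p_R+3. The paper sets the low level in 1 d and the higher levels in 3 d and 5 d beside the maturation of oocytes. It proposes that these 10 miRNAs function in the development of the ovary.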

Interestingly, 10 miRNAs (*PC-3p-99602_71*, *miR-34-5p*, *PC-3p-91528_79*, *PC-3p-15330_496*, *PC-3p-112229_61*, *PC-3p-576_10624*, *PC-3p-2015_2755*, *PC-5p-193172_29*, *PC-3p-2060_2700*, *miR-9b-3p*) were significantly lowly expressed in 1 d but highly expressed in the 3 d and 5 d, which consistent with the development of oocyte maturity in the ovary, suggesting its function in ovarian development.

### 2.4. Validation for Differentially Expressed miRNA

To validate the transcript abundance of the identified miRNAs in the sRNA sequencing, four highly abundant DEMs (*miR-9a-5p*, *miR-34-5p*, *miR-275-3p*, *and miR-317-3p*) and three low abundance expression DEMs (*PC-5p-142923_44*, *PC-5p-182481_31*, *PC-3p-137910_47*) were selected from three developmental stages for validating their relative expressions by quantitative real-time polymerase chain reaction (qRT-PCR) using the same total RNA samples employed for the construction of the sequencing libraries (Figure 4). The qRT-PCR results showed that their expression patterns were similar to those of the high-throughput sequencing. Although the degree of relative fold changes of the DEMs obtained via sRNA sequencing and qRT-PCR analysis was different, the trend was the same.

### 2.5. Prediction and Annotation of Differentially Expressed miRNA Target Genes

To identify the specific functions of 43 DEMs, putative targets for these miRNAs within the 3′UTRs of transcripts from the *N. lugens* were predicted using TargetScan and miRanda. A total of 14,568 putative targets were obtained (Supplementary Table S3). The annotation of the target genes of DEMs was performed using Gene Ontology (GO) enrichment to functionally characterize the miRNA targets. The results showed that 43 DEM target genes’ GO function was mainly enriched in the mitochondrion, microtube-associated complex, oogenesis, cyclin-dependent protein serine/threonine kinase activity, and lipid biosynthetic process (Figure 5A). Subsequently, we found that these putative targets were significantly (*p* ≤ 0.05) categorized into 144 terms (Supplementary Table S4). Among these terms, 89 GO terms of biological processes were identified, and genes involved in reproductive development processes (e.g., GO: 0048477: oogenesis with 57 targets; GO: 0007560: imaginal disc morphogenesis with three targets; GO: 0016055: Wnt signaling pathway with 31 target genes; GO: 0048190: wing disc dorsal/ventral pattern formation with 15 target genes; GO: 0046329: negative regulation of JNK cascade with nine targets. GO: 0048599: oocyte development with two targets) were found. In the molecular function category, 33 GO terms were identified, including transmembrane transporter activity (GO: 0022857), cyclin-dependent protein serine/threonine kinase activity (GO: 0004693), and actin filament binding (GO: 0051015). Moreover, we also found that 22 GO terms were significant in the cellular component category, such as an integral component of membrane (GO: 0016021) with 331 targets, cytosol (GO: 0005829) with 252 targets, mitochondrion (GO: 0005739) with 248 targets.

Following GO analysis, the target genes were also uploaded into the Kyoto Encyclopedia of Genes and Genomes (KEGG) database to identify the pathways actively regulated by miRNA in *N. lugens*. KEGG pathway enrichment analysis predicted that putative target genes were significantly (*p* ≤ 0.05) enriched in 20 pathways (Figure 5B and Supplementary Table S5), including Insulin resistance (KO04931, *p*-value = 0.0004), Wnt signaling pathway (KO04310, *p*-value = 0.0317), D-Glutamine and D-glutamate metabolism (KO00471, *p*-value = 0.0188), Longevity regulating pathway (KO04213, *p*-value = 0.0188). Additionally, Endocytosis (n = 105), FoxO signaling pathway (n = 37), Notch signaling pathway (n = 20), Hippo signaling pathway (n = 41), TGF-beta signaling pathway (n = 21), mTOR signaling pathway (n = 24), MAPK signaling pathway (n = 22), Insulin signaling pathway (n = 13), apoptosis (n = 33) and ABC transporters (n = 20) were predicted to be involved in other important developmental processes (Supplementary Figure S3). It is speculated that DEMs may modulate important signaling pathways by regulating the expression of putative target genes, thus affecting the reproductive development in *N. lugens*.

### 2.6. Functional Analysis of miR-34-5p In Vivo

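The mimic sequences in the paper's Table S10 were each identical to the sequence of 1 miRNA name in the expression table. The sequence TCTTTGGTTATCTAGCTGTATG is tca-miR-9a-5p_R+1, with its precursor listed on scaffold NW_019105825.1 (+ strand, start 275898). The sequence TGGCAGTGTGGTTAGCTGGTTGT is tca-miR-34-5p_R+3, on NW_019106660.1 (- strand, start 120503). The sequence TGAACACAGCTGGTGGTATCTC is tca-miR-317-3p_R-3, on the same scaffold and strand (start 143301). The sequence TCAGGTACCTGAAGTAGCGCGCG is tca-miR-275-3p, on NW_019107803.1 (+ strand, start 43177). Summed over the 3 libraries of a phase, all of untreated insects, the reads of these miRNAs lay between 16378.0 for tca-miR-34-5p_R+3 in 1 d and 420242.5 for tca-miR-9a-5p_R+1 in 1 d.

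In 3 d vs. 1 d the log2 fold changes were -0.89 for tca-miR-9a-5p_R+1, 1.25 for tca-miR-34-5p_R+3, -0.53 for tca-miR-275-3p and 0.54 for tca-miR-317-3p_R-3, with adjusted p-values of 0.406, 0.124, 0.512 and 0.495 from edgeR. In 5 d vs. 3 d they were -0.60, 0.55, 0.15 and 0.57, each with an adjusted p of 0.992.

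**Figure D2:**
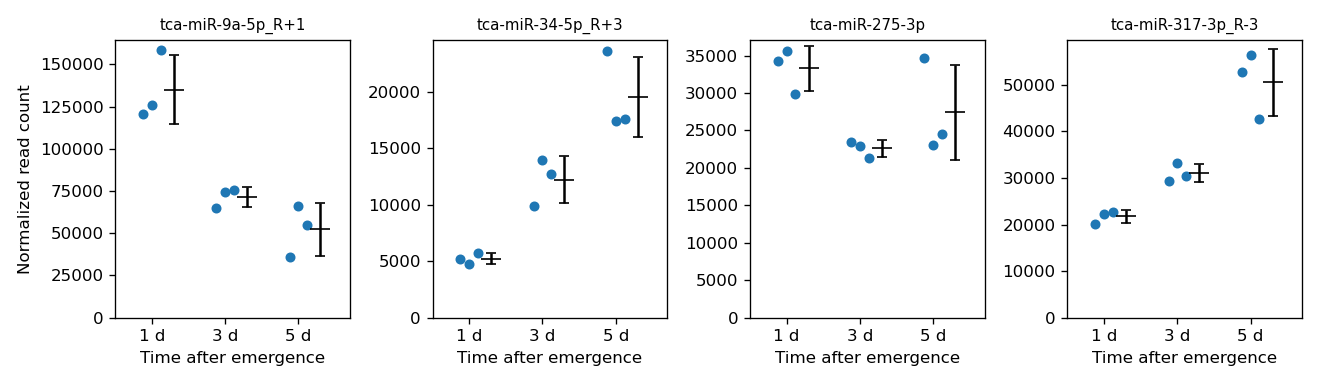
Normalized read counts of 4 miRNAs at 1, 3 and 5 days after emergence. Points are libraries, and the bars give the mean ± SD of 3 libraries. All 5 d libraries lie above the 1 d libraries for tca-miR-34-5p_R+3 and tca-miR-317-3p_R-3 and below them for tca-miR-9a-5p_R+1, while for tca-miR-275-3p one 5 d library lies among those of 1 d.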

Four highly abundant DEMs (miR-9a-5p, miR-34-5p, miR-275-3p, and miR-317-3p) were screened to validate the function of these differentially expressed miRNAs. We consider the possibility that four miRNAs may influence the fecundity of *N. lugens*. To further understand the functional roles of four miRNAs in reproduction, we investigated ovulation experiments following miRNA mimics injected in newly emerged adult females. Compared to the control group injected with mimics-NC, the abundance of *miR-34-5p* increased by 25- and 15-fold 24 and 48 h post-injection, respectively (Figure 6A). Following mating with non-injected males, females treated with mimics-34 had fewer offspring, with an average of 87.00 per female during the first seven days, a 22.80% decrease compared with the number of offspring produced by mimics-NC-injected controls (Figure 6B). However, the females injected with *miR-9a-5p*, *miR-275-3p*, and *miR-317-3p* did not lay significantly fewer eggs than control females (Supplementary Figure S4), suggesting that *miR-34-5p* is required for female reproduction. *Vg* is the critical factor in vitellogenesis in insects. We, therefore, investigated the effects of mimics-34 on expression levels of *Vg* transcription in the female adult whole body. The qRT-PCR analysis indicated that the relative transcript of *Vg* in the mimics-34-injected group decreased by 28% and 34% 24 and 48 h post-injection, respectively (Figure 6C). These indicated that *miR-34-5p* might act as an influential regulatory factor involved in the reproductive development of *N. lugens*.

### 2.7. GO and KEGG Annotation of miR-34-5p Target Genes

To preliminary explore the mechanism of *miR-34-5p* in reproduction, the target genes of *miR-34-5p* with GO and KEGG annotations were searched and analyzed, and the GO-targets-KEGG network was developed. The detailed information on predicted results is listed in Supplementary Table S6. The results showed that the targets of *miR-34-5p* were enriched in multiple physiological functions. One target gene may correspond to various physiological functions, and several target genes may correspond to the same physiological function (Figure 7). The *Hormone receptor 4* (*HR4*) (Gene ID: 111051833), which acts as a transcriptional repressor in the 20E signaling cascades, was targeted by *miR-34-5p*, and the intracellular steroid hormone receptor signaling pathway (GO: 0030518) was found. Therefore, we speculated that *miR-34-5p* mediated insect hormones to modulate reproductive development. In addition, the *Spermatogenesis-associated protein 20* (*SPATA20*) (Gene ID: 111046811), the gonadal development-related gene, was also obtained and mainly annotated to GO term related to the catalytic activity (GO: 0003824), indicating that *miR-34-5p* may participate in reproduction via the regulation of protein activity. Moreover, the *Caspase-1-like* (Gene ID: 111044115), which encodes an effector caspase involved in the execution of apoptosis, was also identified as a target linked with apoptosis (KO04214; KO04215). This result suggested that *miR-34-5p* may regulate insect reproduction by activating apoptosis. Our finding lays a fundament for further studying the mechanism of reproductive regulation of *N. lugens*.

## 3. Discussion

High reproductive capacity is an essential strategy insects use to increase their chances of survival in nature and their ability in various ecological environments. Molecular studies have revealed much about the relationships between genes and pathways concerning the regulation of insect reproduction. However, the precise roles of miRNAs in insect reproduction remain unresolved. Here, we focused on identifying miRNAs regulating reproduction at different developmental phases of SW morphs in female adults. Adult libraries may be able to provide certain reproduction-related information. First, a total of 9.68 million, 9.70 million, and 9.74 million high-quality valid reads were determined through deep sequencing of 18 to 26 nt in the three BPH small RNA libraries (1 d, 3 d, and 5 d), which is similar to the number of miRNAs reported in a previous study of BPH [33]. The length distributions of the total small RNA reads and unique small RNA reads showed a distinct unimodal distribution pattern in every library with peaks at 22 nt. The 22 nt reads were shown to be proven miRNAs as was found previously [27,34] and are consistent with the size standard for miRNAs resulting from the abundant dicer-derived products as well as analogous for the length distribution observed in *D*. *melanogaster* [35] and *Acyrthosiphon pisum* [36]. However, a previous study showed BPH existed in a bimodal distribution of total small RNA reads, one peak at 21–22 nt and another at 27–28 nt [33,37,38]. One possible explanation is that in our study, only the total small RNA reads and unique small RNA reads of 18 to 26 nt in length were included in the length distribution analysis. Hence the results were slightly different. Furthermore, the findings revealed that miRNA molecules vary in length, possibly due to asymmetric structural motifs in various precursors [39].

By sequencing small RNA libraries, we discovered 905 miRNAs, including 263 conserved and 642 novel miRNAs. The results showed that many miRNAs are novel, indicating that these specific miRNAs may regulate reproductive development in BPH. It is necessary to note that we only analyzed the small RNAs in three developmental phases, additional novel and useful small RNAs could be detected in more different developmental stages. The frequency of short nucleotide reads generally are highly representative of relative abundance and was used to estimate the expression level of miRNAs [40]. Highly expressed miRNAs would likely have a large number of sequenced reads and provide some essential insight into the function of these miRNAs [41].

Nevertheless, our findings suggest that most miRNAs were middle abundant, while the number of highly expressed miRNAs was relatively small. The results revealed that specific miRNAs might be expressed in particular phases or limited physiological processes at moderate levels. Differences in miRNA abundance may be connected to the roles that miRNAs may play in insect development, implying a potential role in the temporal or spatial suppression of specific target mRNAs.

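By the names in the deposited table, 14 of the 43 miRNAs of Table S2 were known and 29 were PC miRNAs. The exact permutation test across the 3 phases gave a p below 0.05 for 18 of the 43, and for 8 after Benjamini-Hochberg adjustment over the list alone. These 8 were PC-3p-55615_142, tca-miR-317-3p_R-3, PC-3p-99602_71, tca-miR-34-5p_R+3, tca-miR-9a-5p_R+1, tca-miR-2788-3p_R+3_1ss11GA, PC-5p-24585_327 and PC-5p-41317_196. In TMM-normalized CPM the libraries did not overlap between 1 d and 3 d for 26 of the 43, between 1 d and 5 d for 29, and between 3 d and 5 d for 16. Chance gives 10% for miRNAs that were not selected, but the list was chosen on these same libraries, so a larger share follows from the selection. Of the 36 miRNAs tested with edgeR, 22 were higher and 14 lower in 3 d vs. 1 d, 24 higher and 12 lower in 5 d vs. 1 d, and 21 higher and 15 lower in 5 d vs. 3 d. Between no pair of phases did the log2 ratio of the means exceed 1 in size for 11 of the 43, and tca-miR-275-3p and PC-5p-280_24071 were among these.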

We identified 43 differentially expressed miRNAs across three libraries, including 29 novel and 14 conserved miRNAs. These differentially expressed miRNAs (DEMs) imply that miRNAs are associated with the BPH reproductive development and can regulate several critical processes via multiple pathways and targets. However, many miRNAs are novel, and their biological functions remain unclear. Thus, more research is needed to elucidate the roles of these miRNAs. GO enrichment suggested possible involvement in various biological processes, cellular components, and molecular functions of putative target genes of 43 DEMs (Supplementary Figure S4). The predicted target genes were mostly annotated to 50 GO terms related to the oxidation-reduction process, cytoplasm, and ATP binding across three developmental phases. It is well documented that the quality of mature oocytes is not only associated with the maturation of the nucleus (meiosis) but also closely linked to cytoplasmic changes [42], and the maturation of oocytes is well coordinated with the mitochondria redistribution [43].

Furthermore, mitochondrial failure enhanced ROS generation, whereas excessive ROS caused oxidative stress, which hampered the maturation of oocytes [44]. The GO enrichment results indicate that the target genes of these DEMs may play a crucial role in oocyte development by regulating various physiological activities. Besides, we also observed that the GO function of target genes of 43 DEMs were primarily enriched in the mitochondrion, microtube-associated complex, oogenesis, cyclin-dependent protein serine/threonine kinase activity, lipid biosynthetic process, etc. (Figure 5A). Mitochondria are the energy factories of oocytes and one of the indicators to measure the quality of oocytes, which play a vital role in cell metabolism, growth, and proliferation [45]. Regarding the lipid biosynthetic process, sphingolipids are an important class of lipids that participate in crucial events of cell proliferation, differentiation, and apoptosis in various species [46]. Recently, evidence has accumulated to show that sphingolipids have roles in the signaling pathways involved in reproduction and oocyte development of *N. lugens* [47,48,49]. Cyclin-dependent kinase (CDK) is a serine/threonine protein kinase family that cooperates with cyclin and is required for embryo development and cell cycle progression [50]. Taken together, we speculated that the target genes of DEMs might be involved in the reproductive development of *N. lugens*.

Following that, KEGG analysis showed that the top 20 pathways were mainly involved in Insulin resistance, Wnt signaling pathway, and amino acid metabolism such as glutamate metabolism, etc. (Figure 5B), implying their critical roles in the regulation of reproduction and development in *N. lugens*. Among these, glutamine, an essential amino acid involved in metabolism in organisms, activates the TOR pathway to regulate the fecundity of *N. lugens* by mediating *Vg* expression [51]. Some pathways, such as endocytosis, apoptosis, ABC transporters, etc., were also discovered. ABC transporters are primary-active proteins that mediated the transport of many substrates, including across membranes, including nutrients and lipids [52,53], and was reported to be required for cuticle barrier formation in *L. migratoria* [52]. Endocytic systems serve many critical cellular functions, including nutrient absorption, cell-surface receptor expression modulation, cell polarity maintenance, and antigen presentation. Vitellogenin receptors (VgRs) mediate Vg endocytosis in oviparous insects, which is critical for reproduction [54]. These results suggest that DEM targets may play essential roles in energy allocation and nutrient transport.

Interestingly, four highly abundant DEMs (*miR-9a-5p*, *miR-34-5p*, *miR-275-3p* and *miR-317-3p*) were identified in our study. The *miR-317* has been linked to the spatiotemporal regulation of *cyclin B* during *Drosophila* early embryogenesis [55]. Furthermore, *miR-317* has been reported to participate in the larval ovary morphogenesis of *Drosophila* [56]. The functions of *miR-100*/*miR-317* and *miR-100*/*miR-285* are explored in larva and pupa, respectively, implying the regulatory role of *miR-317* in the developmental transitions of *Bactrocera dorsalis* [57]. In the present study, *miR-317* was lowly expressed at 1 d and 3 d but highly expressed in 5 d of BPH, suggesting that *miR-317* is a critical regulator of oocyte maturation. 

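The normalized read count of tca-miR-317-3p_R-3 was 21752 ± 1365 in 1 d, 31041 ± 1970 in 3 d and 50599 ± 7177 in 5 d (mean ± SD, n = 3 libraries). The libraries of the 3 phases did not overlap, and the exact permutation p across the phases was 0.00357, the smallest possible. Its call in 5 d vs. 1 d held under 21 of 28 alternative settings, with log2 fold changes between 0.98 and 1.31.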

Previous studies demonstrated that *miR-275* is indispensable for blood digestion and egg development in the mosquito *A. aegypti* [16]. Recently, ecdysone receptor regulates *miR-275* to facilitate egg development [58]. Besides, *miR-275* targets *Vg-2* and regulates the function of blood digestion and ovary development [59]. These findings will improve the molecular understanding of ovary development and reproduction. 

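In normalized read counts, tca-miR-275-3p had 33317 ± 3003 in 1 d, 22595 ± 1147 in 3 d and 27420 ± 6368 in 5 d (mean ± SD, n = 3 libraries). Every 1 d library was above every 3 d library (exact permutation test, 2-sided, p = 0.1). In 5 d, replicate 1 had 34722 and overlapped the 1 d libraries, which had 34333, 35681 and 29938, while the other two 5 d libraries had 23020 and 24517. The log2 fold change in 5 d vs. 1 d was -0.39 (standard error 0.21, adjusted p = 0.587 from edgeR), and between -0.70 and -0.32 with each library left out in turn. It was called under 0 of 29 alternative settings. Across the 3 phases the exact permutation p was 0.1.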

We found that *miR-275* was highly expressed on the first day, indicating its role in early ovarian development. Several conserved miRNAs have been shown to regulate wing development, including *miR-34* and *miR-9b*, which have been confirmed to modulate the wing polymorphism and wing formation. In *Drosophila*, the mutants of *miR-9* repressed apoptosis during wing development, resulting in the deletion of wing margins [60]. In *N. lugens*, *miR-9b* was reported to regulate wing length in BPHs between insulin receptor genes and *NlUbx* via a regulatory cascade [61]. In addition, *miR-9b* mediating wing dimorphism and development was confirmed in the brown citrus aphid *Aphis.* *citricidus* based on the interaction with the insulin and insulin-like signaling pathway [62]. In this study, we focused on the impact of miRNA on ovarian reproductive development. Thus we did not explore its role in wing development; other functions will need to be investigated in the future. In *B*. *mori*, *miR-34* modulates larval growth and wing morphogenesis by directly modulating ecdysone signaling and cuticle protein [25]. Besides, *miR-34* modulates a positive autoregulatory feedback loop of JH and insulin/IGF signaling (IIS) pathway to control wing polyphenism in BPH [63]. 

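For tca-miR-34-5p_R+3 the normalized read count was 5204 ± 488 in 1 d, 12238 ± 2089 in 3 d and 19563 ± 3549 in 5 d (mean ± SD, n = 3 libraries). Of the miR-9 entries in Table S2, tca-miR-9b-3p_1ss10GT rose from 131 ± 38.8 in 1 d to 220 ± 91.4 in 3 d and 241 ± 33.3 in 5 d, with a log2 fold change of 0.76 in 5 d vs. 1 d (standard error 0.41, adjusted p = 0.578 from edgeR). The entry tca-miR-9a-5p_R+1 went from 135019 ± 20364 to 71572 ± 6028 and 52300 ± 15508. On the opposite arm of its hairpin, tca-miR-9a-3p_R+3_1ss18GA went from 977 ± 358 to 444 ± 94.7 and 427 ± 153, with a log2 fold change of -1.31 (standard error 0.40, adjusted p = 0.249). The entry bmo-miR-9a-5p_L+2R-2, which has no position on a scaffold, went from 38.7 ± 35.3 to 22.6 ± 6.74 and 7.71 ± 2.38.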

In our current study, the expression of *miR-9* and *miR-34* demonstrated a similar expression pattern, they are highly expressed in 3 d and 5 d but lowly expressed in 1 d. The expression patterns implied that *miR-34* and *miR-9* might be implicated in BPH reproductive development.

Based on the above, we conducted egg-laying experiments, but no significant effect of *miR-9a-5p*, *miR-275-3p*, and *miR-317-3p* was observed, except *miR-34-5p*. We suspected that they might play a minor role in reproductive development, and other functions need to be explored. We found that overexpression of *miR-34-5p* via its mimics reduced fecundity and decreased *Vg* expression. The target genes of *miR-34-5p* with GO and KEGG annotations were searched and evaluated, and the GO-targets-KEGG network was constructed. *Caspase-1*, *hormone receptor 4* (*HR4*), and *spermatogenesis-associated protein 20* (*SPATA* *20*) were predicted that they might be one of its target genes. Previous studies showed *HR4* is required for successful vitellogenesis and oogenesis during the adult stage [64], and injection of ds*HR4* (double-stranded) in the final instar nymphs arrested development [65]. We concluded that *miR-34-5p* might influence the reproduction of *N. lugens* by mediating the 20E signaling pathway. The SPATA (Spermatogenesis-associated gene family) is involved in spermatogenesis, sperm maturation, and fertilization. For example, *SPATA 20* was identified as one of the testicular genes altered in obese mice [66], and it was found to be involved in response to DNA damage in sperm, thereby affecting sperm quality [67]. Another study implicated that reduced expression of *SPATA 5* led to decreased *Vg* expression and fecundity of *N. lugens* [68]. We hypothesized that *miR-34-5p* might affect the fecundity by targeting *SPATA 20* via mating behavior. Growing evidence suggests that caspase is a transcriptional regulator of cell death by modulating the components of apoptosis. It is essential for oocyte development and normal larval development in *B. dorsalis* [69]. Further evidence is needed to clarify the functions of *miR-34-5p* in regulating reproduction.

MiRNAs play crucial roles in the regulation of multiple biological processes in insects. Thus, we speculated the possibility that the artificial *miR-34-5p* has excellent potential to be developed as a novel next-generation insecticide. The future objective is to move research findings from the laboratory to the rice field to keep the environment healthy and productive. However, the persistence and penetrability of *miR-34-5p* should be investigated in field conditions further, and insect toxicological effects also need to be tested. Molecular biology methods are widely used for sustainable pest management as environment-friendly pest-control strategies due to safety and feasibility. Successful overexpression or knocking down of miRNA through injection or feeding with artificial diets led to strong and long-lasting phenotypic effects, i.e., increased lethality, low fecundity, developmental defects, and altered feeding behavior. These phenotypes will help to reduce the pest population and inhibit its development to some extent. Achieving effective pest management by inhibiting specific pest genes and protecting non-target organisms is an attractive option for governance by exploiting important environmental intrinsic factors and targets. In addition, promoting biological control strategies that combine natural enemies with other non-chemical approaches and plant resistance will also help reduce pesticide use and the risk of planthopper outbreaks. These discoveries provide a solid foundation for developing miRNA-based green pest control technology to help mine the key factors in insect reproduction.

## 4. Materials and Methods

### 4.1. Sample Collection and Total RNA Extraction

This study constructed three short-winged (SW) morphs of female adults with small RNA libraries for three developmental phases (1 day after emergence, marked 1 d; 3 days after emergence, marked 3 d; 5 days after emergence, marked 5 d). The samples of *N. lugens* each were composed of 30 insects with a similar scale. All the samples in this study originated from a field population in the Huajiachi campus of Zhejiang University, Hangzhou, China. The BPHs were reared on susceptible rice seedlings cv. Taichung Native 1 (TN1) at 27 ± 1 °C, 70% relative humidity, and a 16:8 h light: dark photoperiod as described in a previous study [47]. All samples were frozen in liquid nitrogen immediately and stored at −80 °C. Total RNA was extracted using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. The quantity of the total RNA was accessed by NanoDrop™ 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), and the integrity of the RNA was measured using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Only A260/A280 ratio lies between 1.8 and 2.0, and an RNA integrity number > 7.0 can be accepted.

### 4.2. Small RNA Library Construction and Deep Sequencing

For small RNA library construction, total RNA extraction from the *N. lugens* of SW morphs female adults for three developmental phases were pooled and prepared according to the TruSeq Small RNA Sample Preparation Kits (Illumina, San Diego, CA, USA). In brief, Solexa sequencing was performed as follows. For each library, small RNA fragments measuring 18–26 nt were collected using PAGE gel, then ligated to 3′ chimeric oligonucleotide adaptors (5′-TGGAATTCTCGGGTGCCAAGG-3′) and 5′ (5′-GTTCAGAGTTCTACAGTCCGACGATC-3′) to its end of the RNA pool using T4 RNA ligase (Illumina, San Diego, CA, USA). The adaptor-ligated small RNAs then were reverse transcribed and used as templates for cDNA synthesis using Superscript II reverse transcriptase (Invitrogen, Carlsbad, CA, USA). The cDNAs were amplified using Illumina’s small RNA primer sets with 15 PCR cycles needed to produce the sequencing libraries. The purified PCR amplification products were sequenced on an Illumina HiSeq 2500 at LC-Bio Tech (Hangzhou, China) according to the manufacturer’s protocol. Single-end read of 50-bp length was obtained.

### 4.3. Sequence Analysis and miRNAs Annotation

The raw reads were processed into clean reads using an in-house program, ACGT101-miR (LC Sciences, Houston, TX, USA). First, raw reads were filtered to remove low-quality reads (ambiguous N and ratio >10%, no 3′adapter sequence reads, having 5′adapter contaminations sequence reads, no insert fragment reads, less than 18 nt reads, containing the poly A/T/G/C reads). The remaining reads were analyzed by Rfam (http://rfam.xfam.org, accessed on 26 January 2022) and Repbase (http://www.girinst.org/education/index.html, accessed on 26 January 2022) to discard messenger RNA (mRNA) ribosomal RNA (rRNA), transfer RNA (tRNA), small nuclear ribonucleic acid (snRNA), small nucleolar RNA (snoRNA) and repeat sequences. Based on the analysis and statistics of the raw data, we further calculated the length distribution of the total number and a unique number of the filtered valid data.

Subsequently, unique sequences with lengths in 18~26 nt were mapped to BPH precursors in miRBase 22.0 (http://www.mirbase.org/, accessed on 26 January 2022) by BLAST search to identify known miRNAs (conserved miRNA) and novel 3p- (from the 3′ arm of predicted miRNA precursor) or 5p- (from the 5′ arm of predicted miRNA precursor) derived miRNAs. Length variation at both 3′ and 5′ ends and one mismatch inside the sequence were allowed in the alignment. The unique sequences mapping to the other arm of known insect precursor hairpin opposite the annotated mature miRNA-containing arm were considered novel 5p- or 3p derived miRNA candidates.

The remaining sequences were mapped to other insect species precursors in miRBase 22.0 by BLAST search. The mapped pre-miRNAs were further BLASTed against the BPH genomes to determine their genomic locations. The aforementioned miRNAs were considered known miRNAs. The unmapped sequences were BLASTed against the BPH genomes, and the hairpin RNA structures containing sequences were predicted from the flank 80 nt sequences using RNA fold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi, accessed on 26 January 2022). The criteria for miRNA annotation and secondary structure formation are listed in Supplementary Table S7. Data normalization followed the procedures as described in a previous study with minor modifications (Supplementary Table S8).

### 4.4. Analysis of Differential miRNAs Expression

MicroRNAs were regarded as differentially expressed based on normalized deep-sequencing levels (with the exclusion of 10 RPM) in development. The *p*-value was estimated selectively using an ANOVA (http://en.wikipedia.org/wiki/One-way_analysis_of_variance, accessed on 26 January 2022) (multiple groups) or Student’s *t*-test (http://en.wikipedia.org/wiki/Student’s_t-test, accessed on 26 January 2022) (two groups). A significance threshold level was set to be 0.05 in each test. miRNAs with *p*-value < 0.05 and log2 (fold change ratio) > 1 were considered as differentially expressed miRNAs (DEMs).

### 4.5. Quantitative Real-Time PCR (qRT-PCR) Analysis

The first-strand cDNA of mature miRNAs and mRNA was performed using ReverTra Ace qPCR RT Master Mix (Stem-loop method) (Toyobo Co., Osaka, Japan) and ReverTra Ace qPCR RT Master Mix with gDNA Remover (Toyobo Co., Osaka, Japan), respectively. For the miRNA, each 10-μL reverse transcription reaction system contained 1 μg total RNA, 2 μL 5 × RT Buffer, 0.5 μL RT Enzyme Mix, 0.5 μL miRNA-specific stem-loop RT primers (49 nt, the frontal 36 nt were the stem-loop region, they were stationary; the last 13 nt were reverse complementary to the 3′ portion of the miRNA molecules), and the reactions were incubated in S1000 Thermal cycler PCR machine (Bio-Rad) for 37 °C 15 min, 98 °C 5 min and then held at 4 °C. For the mRNA, 1 μg of total RNA was reverse-transcribed to cDNA in a 10-μL reaction, according to the manufacturer’s recommendations. The primers for the qRT-PCR of miRNAs all contain forward primer (ACACTCCAGCTGGGT, 15 nt of 5′ portion were stationary and 13–15 nt were the 5′ portion sequence of the miRNAs) and universal reverse primer (CTCAACTGGTGTCGTGGAGTCGGCAA).

Expression levels of *miR-34-5p* and *Vg* were determined by qRT-PCR using an ABI 7300 Real-Time PCR System (Applied Biosystems, Branchburg, NJ, USA) with standard SYBR Green Real-time PCR Master Mix (Toyobo Co., Osaka, Japan). In each reaction, 20 μL reaction mixtures containing 1 μL cDNA (five-fold dilution) were prepared and incubated at 95 °C for 1 min, 40 cycles of 95 °C for 10 s and 60 °C for 30 s, followed by the melting curve analysis (68 °C–95 °C) to confirm the specific PCR amplification products. Three biological replicates with three technical replicates were conducted for each qRT-PCR. The expression levels of miRNA were normalized to U6 snRNA (small nuclear RNA), and the expression levels of *Vg* were normalized to *β*-actin. The relative expression level of miRNA and mRNA were calculated according to the arithmetic formula 2^−ΔΔ*ct*^ [70]. The significance of differential expression of each candidate miRNA was assessed using a two-sample *t*-test. Results were considered statistically significant if the *p*-value was <0.05. The primers used for the qRT-PCR are listed in Supplementary Table S9.

### 4.6. Prediction and Annotation of miRNAs Target Genes

To predict the genes targeted by differentially expressed miRNAs, two computational target prediction algorithms (TargetScan 50, http://www.targetsacn.org, accessed on 1 March 2022, using its default parameters and miRanda3.3a, http://www.miRNA.org, accessed on 1 March 2022, Max Energy < −10) were used to identify *N.* *lugens* miRNA binding sites. The sequences of the 3′UTRs of the target genes in *N. lugens* were downloaded from the National Center for Biotechnology Information (NCBI) (http://www.ncbi.nlm.nih.gov/, accessed on 1 March 2022). Finally, the data predicted by both algorithms were combined, and the overlaps were calculated. Enrichment analysis of the predicted target genes was conducted with Gene Ontology (GO) (http://www.geneontology.org/, accessed on 1 March 2022) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (http://www.genome.jp/kegg/, accessed on 1 March 2022). Terms and pathways with a *p* < 0.05 were considered to be significantly enriched.

### 4.7. Characterization of miRNA Candidates on Reproductive Development

To explore the function in vivo on *N. lugens* reproductive development for the four highly abundant differentially miRNAs, the miRNA mimics and the negative control mimics (mimics-NC) that did not target any gene in *N. lugens* were designed and synthesized by Genepharma (Shanghai, China) (Supplementary Table S10). The mimics were injected into the side position between the middle leg and hind leg of BPH. Each BPH was injected with 50 nL of miRNA mimics (20 μM) using a FemtoJet microinjector (Eppendorf, Hamburg, Germany). Then the BPHs were treated with mimics reared on rice plants for further experiment.

In the fecundity bioassays, each newly emerged SW female adult was used. The treatment group (injected with miRNA-mimics) and control group (injected with mimics-NC) each included 20 pairs of adults. A female and two untreated male adults were separately reared on 1-month-old TN1 fresh rice plants in glass tubes (45 cm in depth, 5.5 cm in diameter) for 7 days. After 7 days, the pairs from the tubes were removed after a successful mating for another 7-day-oviposition observation. The number of hatched offspring laid by the female adults was recorded during the following seven consecutive days. After that, rice seedlings were dissected, and the number of eggs on them that failed to hatch was also counted.

## Figures and Tables

**Figure 1:**
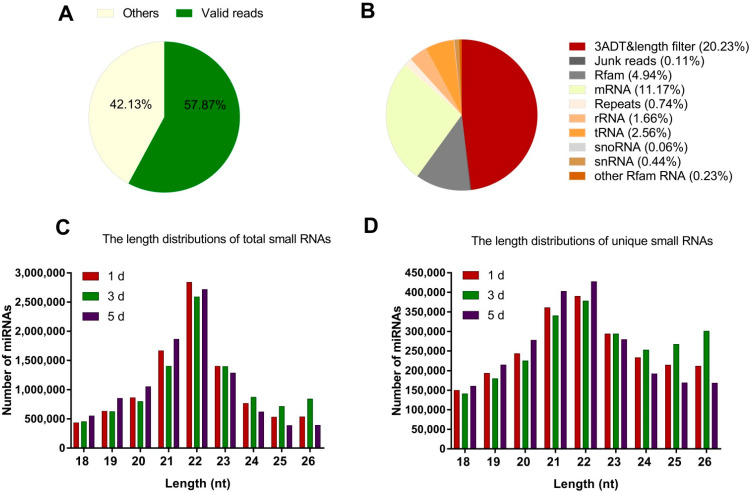
Annotation of small RNAs and length distribution among three small RNAs libraries in *N. lugens*. Annotation of small RNAs (**A**,**B**), total small RNAs reads (**C**), and unique small RNAs reads (**D**). 1 d, 3 d, 5 d represent 1 day after emergence, 3 days after emergence, and 5 days after emergence, respectively. The *x-axis* represents the length of the nucleotide. The *y-axis* represents the number of reads.

**Figure 2:**
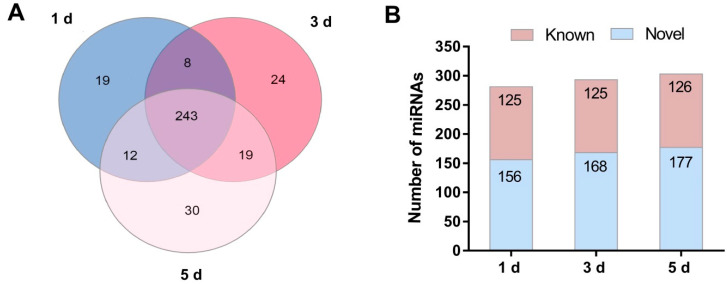
Classification of miRNAs among the three developmental phases in *N. lugens*. (**A**) Venn analysis of all detected miRNAs in 1 d, 3 d, and 5 d, respectively. (**B**) The total number of miRNAs (Known and Novel miRNAs) detected was 1 d, 3 d, and 5 d, respectively. 1 d, 3 d, and 5 d represent 1 day after emergence, 3 days after emergence, and 5 days after emergence, respectively.

**Figure 3:**
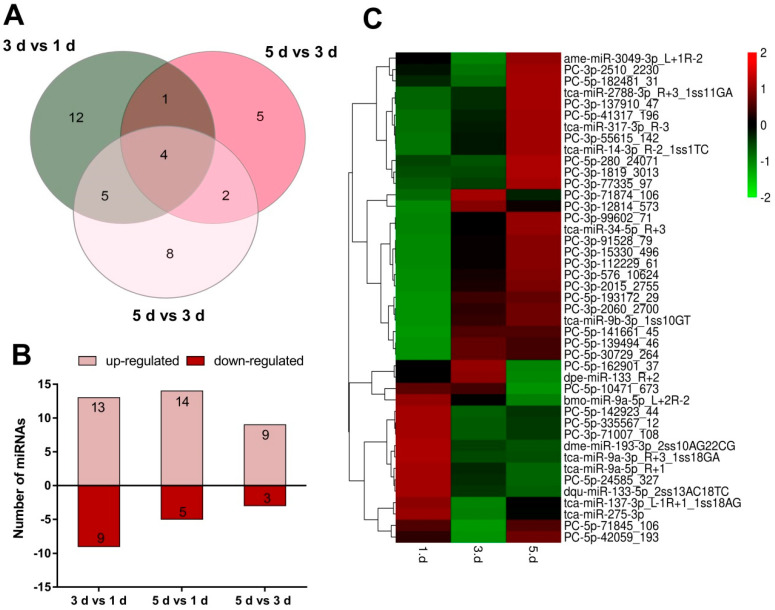
Analysis of differentially expressed miRNAs (DEMs) among the three developmental phases in *N. lugens*. (**A**) Venn analysis of DEMs in 1 d, 3 d, and 5 d. (**B**) Specifically, up- and down-regulation DEMs at each comparison. (**C**) Heatmap of DEMs during the three developmental phases. Red to green represents the up-regulated to down-regulated expression levels. The *x-axis* represents the three developmental phases of BPH, and the *y*-axis represents the differentially expressed miRNAs. 1 d, 3 d, and 5 d represent 1 day after emergence, 3 days after emergence, and 5 days after emergence, respectively.

**Figure 4:**
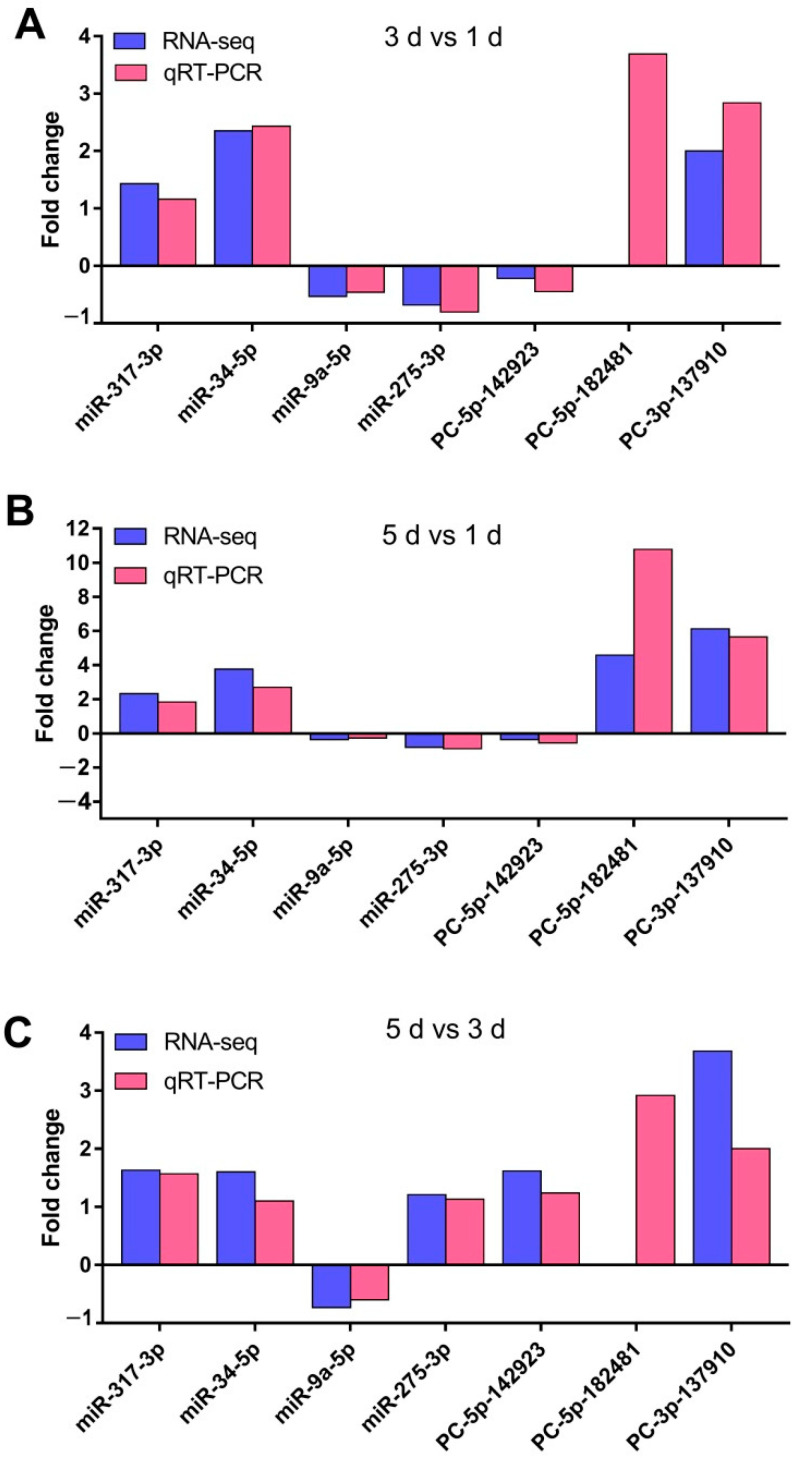
Comparison of RNA-seq results and qRT-PCR analysis of miRNA expression levels. (**A**) FoldChange of seven genes in 3 d vs. 1 d; (**B**) FoldChange of seven genes in 5 d vs. 1 d; (**C**) FoldChange of seven genes in 5 d vs. 3 d; *U6* snRNA was used as an internal reference for the qRT-PCR. The *x*- and *y*-axis represent the miRNAs and FoldChange levels, respectively. 3 d vs. 1 d represents 3 d compared to 1 d, 5 d vs. 1 d represents 5 d compared to 1 d, and 5 d vs. 3 d represents 5 d compared to 3 d, respectively. 1 d, 3 d, and 5 d represent 1 day after emergence, 3 days after emergence, and 5 days after emergence, respectively.

**Figure 5:**
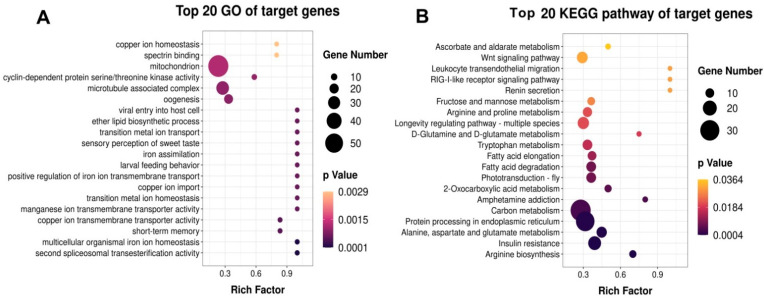
Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of differentially expressed miRNAs in *N. lugens*. (**A**) GO enrichment analysis of the putatively targeted genes of differentially expressed miRNAs. (**B**) KEGG enrichment analysis of the putatively targeted genes of differentially expressed miRNAs. Different colors show the Q-values, and less than 0.05 denotes a significant enrichment. Different sizes of dots mean the gene number enriched in a term or pathway.

**Figure 6:**
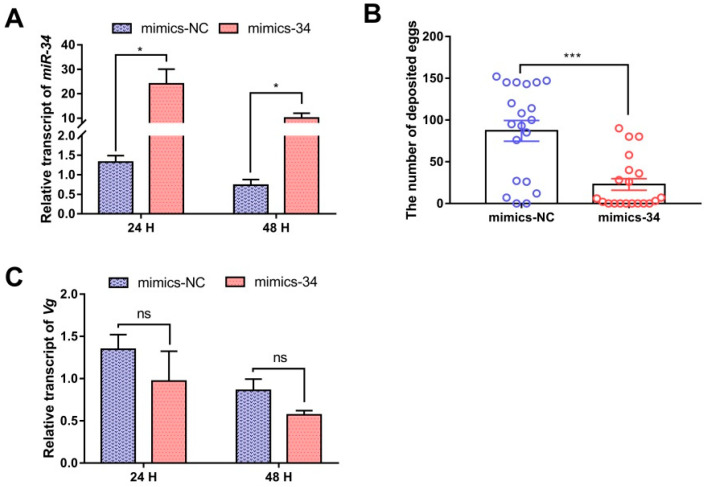
Functional analysis of *miR-34-5p* in vivo. (**A**) Determination of *miR-34-5p* abundance expression after injection of mimics-34. (**B**) Effect of fecundity after injection of mimics-34. (**C**) Relative expression of *Vg* after injection of mimics-34. Data are expressed as the mean ± SEM (n ≥ 3), and the differences between the two groups were analyzed using a two-tailed unpaired student *t*-test. Results were considered statistically significant if the *p*-value was < 0.05. (* *p* < 0.05, *** *p* < 0.001, ns means no significant difference).

**Figure 7:**
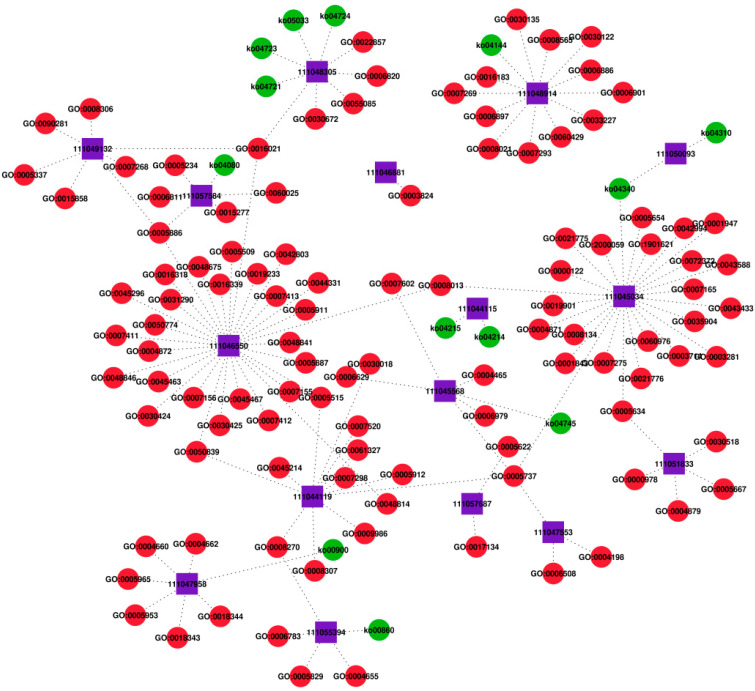
GO-targets-KEGG network of *miR-34-5p*. The purple box represents Gene ID for putative targets of *miR-34-5p*. The red circle represents GO terms for putative targets of *miR-34-5p*. The green circle represents the KEGG pathway for putative targets of *miR-34-5p*. The line represents the interaction between target genes.

## Data Availability

Small RNA sequencing data have been deposited to National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (Accession Number: GSE174315). All other relevant data are included in the main text and supporting information.

## Supplementary Materials

Supplementary materials are uploaded at https://www.mdpi.com/article/10.3390/ijms23147808/s1.

How the deposited data were processed for this re-analysis (not part of the article)

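Small RNA of short-winged *N. lugens* female adults was sequenced at 1, 3 and 5 days after emergence (1 d, 3 d, 5 d), with 3 libraries per phase and 9 libraries in all. The deposited file is one expression table with one entry per miRNA and precursor. The authors cleaned the reads with ACGT101-miR, removed reads of mRNA, other RNA families and repeats, searched the rest against miRBase precursors and the *N. lugens* genome, and predicted hairpins with RNAfold. The version of ACGT101-miR and the genome build are not given in the sources used here. The raw columns of the deposited table hold estimated counts of reads per miRNA as the authors assigned them, without normalization, and some are not whole numbers because reads were split between entries. The normalized columns hold a signal that the authors made by multiplying the raw reads of a library by one correction factor (Table S8). The ratio of normalized to raw values was checked and is constant within each library. The table also gives the authors' length of each sequence and hairpin free energy as deposited.

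Entries with the same mature sequence were counted once for the tests, which left 759 sequences. Detection and expression levels were counted over the 767 distinct names. The estimated counts were rounded to whole numbers before edgeR and DESeq2 were run. Differential expression was tested with edgeR 4.0.16 (quasi-likelihood F-test in its legacy form, TMM factors, default filter on low counts by phase) in R 4.3.3, with all 9 libraries in one model and phase as the only term. The comparisons were 3 d vs. 1 d, 5 d vs. 1 d, 5 d vs. 3 d, and all 3 phases together. A miRNA was called at a Benjamini-Hochberg adjusted p below 0.05, without a limit on the fold change. The standard error printed with an edgeR log2 fold change is its absolute value divided by the square root of the F statistic. All tests were 2-sided. For single miRNAs, exact permutation tests compared the means of TMM-normalized CPM between phases, and all 280 groupings of the libraries were used for the 3 phases, on log2(CPM + 1). With 3 libraries against 3 the smallest p is 0.1, and over 280 groupings it is 0.00357. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

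Library depth was between 972506 and 3184052 reads on the listed miRNAs. One read equals between 0.566 and 2.49 normalized units, depending on the library. A count of 0 over the libraries of a phase allows up to 3 reads there, and folds against such a phase are computed with that floor. They take the reads of the other phase as exact and leave out the spread between libraries, so they are not strict lower bounds. The 3 libraries of a phase were treated as biological replicates, although the paper does not state whether they are separate pools of insects. The total reads per library were equalized by drawing 972506 reads per library at random 200 times.

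The miRNAs named in the text are those of Table S2 and the paper's text, whose Table S2 means had been seen beforehand, the 5 with the highest mean CPM, and up to 5 miRNAs per comparison outside Table S2 that were called and whose libraries did not overlap. No miRNA met this last condition, since all called miRNAs are in Table S2. PC-5p-560_10877, the entries raised in 1 d replicate 2, tca-miR-277-3p and the pairs of neighbouring or opposite miRNAs were chosen after their values were seen.

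The tests, the comparisons, the detection rule and these alternatives were set before the data were examined: DESeq2 1.42.0, limma 3.58.1 on log2 of the normalized count plus 1, 0.5 or 10, size factors of DESeq2, library totals, upper-quartile factors and the authors' factors as scaling, no filter or a filter of 10 CPM, an unadjusted p, a limit of 1 on the absolute log2 fold change, the paper's own test on the normalized counts, only the 6 libraries of the phases compared, the replicate number as a block, isoforms summed, each library left out in turn, and other rules for detection, lengths and levels. Added after the data had been seen were distinct names, unrounded counts, entries without a genome location left out, the mean read length of a library as a covariate, a newer quasi-likelihood estimator of edgeR with and without the filter, the paper's own test on miRNAs with a mean of at least 10 CPM in a phase, and other units for counting detected miRNAs and lengths.

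The edgeR analysis was tested on simulated data, with counts drawn at the depths of these libraries and 200 of the 759 sequences changed between 5 d and 1 d. With the dispersion of each miRNA taken from these data and a log2 change of 4, edgeR called 91 of 107 changed miRNAs that passed the filter and 1 unchanged miRNA. With a log2 change of 2 it called 21 of 111 and 0 unchanged miRNAs, and with one common dispersion it called 0 of 111. DESeq2 called 91, 57 and 28 changed and 4, 9 and 2 unchanged miRNAs in these simulations. Many calls of the other tests were of unchanged miRNAs. In the simulations, limma and the paper's own test were given counts scaled by library totals. On the real data they used the authors' factors, so their simulated calls cannot be carried over to their real ones. With the dispersion of each miRNA, limma called 49 unchanged among 84 calls at a log2 change of 2 and 180 among 246 at 4, and the paper's own test called 84 among 130 and 159 among 217. With one common dispersion and a log2 change of 2, limma called 4 unchanged among 23 and the paper's own test 49 among 83. With no change set, edgeR and limma called 0 of 327 miRNAs, DESeq2 called 1, and the paper's own test at an unadjusted p below 0.05 called 27 of 755.

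The qRT-PCR, the mimic injections and the fecundity assays have no file of values and were left out. The target predictions and the GO and KEGG analyses were not repeated, because no genome or transcript sequences were at hand. Raw reads were not used.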

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

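The tests described in this part were chosen after the result was seen.

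One signal is in data the paper does not discuss. Known miRNAs without a position on the *N. lugens* genome held 5.12% of the reads of 1 d replicate 2, and between 0.607% and 0.829% in the other 8 libraries. A technical explanation is reads from another organism. Of the known entries with enough reads for a comparison, 10 of 29 without a genome position were more than 4 times above their highest level in the other libraries, against 4 of 99 with a position, and in each of the other 8 libraries the counts were 0 and 0. This comparison rests on the same reads that drew attention to the library, so it describes the excess and does not decide on the explanation. Among the raised entries, which are named after miRNAs of other arthropods, pte-let-7-5p_1ss12GA had 39957 CPM against at most 1836 elsewhere, api-miR-100_R-1_1ss16AT had 3352 against at most 35.7, and tcf-miR-125_1ss22AT had 2269 against at most 100.3.

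Sequence variants of the insect's own miRNAs were tested as the other explanation. They would keep a similar ratio to the located entries of their families in every library. The summed ratio was 5.56% in 1 d replicate 2 and between 0.137% and 0.314% in the others, which is a factor of 17.7 over the highest of them. One entry, pte-let-7-5p_1ss12GA, held 84.8% of the reads behind the ratio in this library, and without it the factor was 3.50. This ratio too rests on the reads that drew attention to the library. Of 23 such entries, 7 had their highest ratio in this library, where 2.56 would by chance. Among the raised entries with a genome position were variants of let-7 and miR-10. These values decide neither explanation, and both variants of the insect's own miRNAs and reads from another organism stay open. The counts of called miRNAs did not change when entries without a genome position were left out, with 0, 5 and 0 miRNAs in the pairwise comparisons and 4 across the 3 phases. A biological difference between the insects pooled for this library was not tested.

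The same library holds an entry with a genome position that has reads nowhere else. PC-5p-560_10877 had 11061 reads there (11374 CPM) and 0 in the other 8 libraries. The 1 d counts of detected miRNAs ask for a read in all 3 libraries, so this entry is not among them.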

How the results depend on the processing

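The choices added after seeing the data were counting distinct names, unrounded counts, leaving out entries without a genome location, the mean read length as a covariate, the newer edgeR estimator, the paper's own test with at least 10 CPM in a phase, and counting all entries or distinct sequences for detection and lengths.

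The count of 5 miRNAs in 5 d vs. 1 d stayed between 4 and 6 with DESeq2 size factors (5), library totals (4), the authors' factors (4), limma at each added constant (5, 5 and 6), a filter of 10 CPM (5), a fold-change limit beside the adjusted p (5), the replicate block (4), isoforms summed (5), and with the mean read length as a covariate (5, of which 4 are the same miRNAs). Upper-quartile factors gave 3. DESeq2 gave 13, no filter 26, an unadjusted p 39, an unadjusted p with the fold-change limit 31, the paper's own test 32, and that test with the fold-change limit 22. Only the 6 libraries of both phases gave 1, as fewer libraries estimate the spread. With each library left out in turn the count was between 0 and 4. It was 0 without 1 d replicate 1 and without 1 d replicate 3, 2 without 1 d replicate 2, 5 d replicate 1 or 5 d replicate 3, and 3 without 3 d replicate 2 or 5 d replicate 2.

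For 3 d vs. 1 d, edgeR called 0 miRNAs, with 29 at an unadjusted p below 0.05. Library totals gave 1, a filter of 10 CPM 1, DESeq2 6, no filter 19, an unadjusted p with the fold-change limit 17, the paper's own test 29, and that test with the fold-change limit 17. Leaving out each library gave 0 to 2, with 2 without 3 d replicate 1. For 5 d vs. 3 d, edgeR called 0 miRNAs, with 8 at an unadjusted p below 0.05. DESeq2 gave 2, no filter 2, an unadjusted p with the fold-change limit 4, the paper's own test 17, and that test with the fold-change limit 10, and each library left out in turn gave 0 to 0. Across the 3 phases, 4 miRNAs became 12 with DESeq2, 27 without a filter, 28 at an unadjusted p and 30 in the paper's own test. They became 0 with the replicate block and 0 with the mean read length as a covariate, and both leave fewer degrees of freedom. Leaving out each library gave 0 to 2, with 1 without 3 d replicate 1, 2 without 5 d replicate 2 and 0 without any one of the other 7. The newer estimator without a filter gave 2 in 5 d vs. 1 d, 0 in 3 d vs. 1 d, 0 in 5 d vs. 3 d and 2 across the phases. The paper's own test with at least 10 CPM gave 22 in 3 d vs. 1 d, 26 in 5 d vs. 1 d, 13 in 5 d vs. 3 d and 23 across the phases, and 10, 16 and 6 in the pairwise comparisons with the fold-change limit.

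Unadjusted criteria call more by construction. Without the filter, 13 of the 19 miRNAs called in 3 d vs. 1 d, 13 of 26 in 5 d vs. 1 d, 2 of 2 in 5 d vs. 3 d and 13 of 27 across the phases had at least 50% of their reads in 1 d replicate 2. For the other settings the cause was not tested. The scaling moved the median log2 fold change of all tested miRNAs by library totals to 0.31 in 3 d vs. 1 d and 0.23 in 5 d vs. 1 d, by upper-quartile factors to 0.22 and 0.18, and by the authors' factors to 0.16 in 5 d vs. 1 d. The correlations between phases of the deviations from the phase means were -0.19, 0.14 and 0.41 for replicate 1 and -0.39, 0.07 and 0.02 for replicate 2, so these numbers do not pair the libraries throughout. For replicate 3 all were positive (0.37, 0.23 and 0.35), and a shared factor there is not excluded.

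The numbers of detected miRNAs in 1 d, 3 d and 5 d moved to 551, 606 and 611 with 1 read in any library and to 424, 468 and 466 with 10 reads over the phase, as both rules are looser. They stayed within 1.5 times with 10 CPM (237, 245 and 233), a normalized mean of 10 (295, 298 and 297), and without one replicate (287 to 373, 301 to 385 and 333 to 369). Without replicate 2 of each phase they were 373, 336 and 333, so that 1 d was above 5 d, as it was with 10 CPM. The share of 22-nt miRNAs moved to 68.8%, 63.3% and 62.3% of the reads of 1 d, 3 d and 5 d, and to 34.2% of the names detected in at least 1 phase. For levels, counting only detected names gave 12.4% high, 74.6% middle and 13.0% low, because most low names are not detected, and CPM gave 28.6% middle and 64.8% low. The numbers of miRNAs found only in 1 d, 3 d and 5 d moved to 42, 74 and 93 with 1 read in any library, to 30, 54 and 69 with 10 reads over the phase, and to 17, 12 and 7 with 10 CPM. Leaving out one replicate moved the number found only in 1 d to 44 (without replicate 2), only in 3 d to 73 and 14 (without replicates 1 and 3), and only in 5 d to 69 (without replicate 3).

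For 40 named miRNAs, 1062 of 1128 log2 fold changes in 5 d vs. 1 d kept their direction and their side of the threshold, 39 lost a call and 24 gained one. The direction changed in 3, each small and not called: PC-5p-42059_193 to -0.15 without 1 d replicate 3 (up to 0.57 without 1 d replicate 1), ame-miR-3049-3p_L+1R-2 to -0.0775 without 5 d replicate 1 (up to 0.31 without 5 d replicate 2), and tca-miR-8-3p to -0.0490 with the mean read length as a covariate. The cause was not tested. The log2 ratio of PC-5p-280_24071 in 5 d to 1 d was 0.19 in TMM-normalized CPM and 0.30 in the authors' normalized counts.

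Of the 43 miRNAs of Table S2, 7 were left out by the filter on low counts. In simulated libraries of these depths, with a dispersion for each miRNA, edgeR found 18.9% of miRNAs changed by a log2 value of 2 and called 0 unchanged ones, and DESeq2 found 51.4% and called 9 unchanged among its 66 calls. Limma called 49 unchanged among 84, on counts scaled by library totals. The real limma runs used the authors' factors, so this share cannot be carried over to them. EdgeR and DESeq2 both found 85.0% of those changed by 4, with 1 unchanged call in edgeR and 4 in DESeq2. With one common dispersion and a log2 value of 2, edgeR found 0 of 111 and DESeq2 28. Limma found 19 there, with 4 unchanged among its 23 calls, so its share of unchanged calls differed between these simulations.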

Differences from the paper's values

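The paper reports 22 differentially expressed miRNAs in 3 d vs. 1 d, 19 in 5 d vs. 1 d and 12 in 5 d vs. 3 d, where edgeR at an adjusted p below 0.05 called 0, 5 and 0 (29, 39 and 8 at an unadjusted p below 0.05, and 6, 13 and 2 with DESeq2). Of the alternatives set before the data were examined, those that came within 1.5 times of the paper's count in 3 d vs. 1 d were no filter (19), an unadjusted p (29), an unadjusted p with a log2 fold change above 1 (17), the paper's own test (29) and that test with a log2 fold change above 1 (17). For 5 d vs. 1 d they were DESeq2 (13), no filter (26) and the paper's own test with a log2 fold change above 1 (22). For 5 d vs. 3 d they were an unadjusted p (8), the paper's own test (17) and that test with a log2 fold change above 1 (10). All other alternatives set before the data were examined stayed apart from the paper's counts. A like number does not mean the same miRNAs. Without the filter, 1 of the 19 in 3 d vs. 1 d and 4 of the 26 in 5 d vs. 1 d are in Table S2. At an unadjusted p, 14 of the 29 in 3 d vs. 1 d and 5 of the 8 in 5 d vs. 3 d are. With the fold-change limit added, 6 of the 17 in 3 d vs. 1 d are. For DESeq2, 10 of the 13 in 5 d vs. 1 d are. The paper's methods name an unadjusted p below 0.05 and a log2 fold change above 1 on normalized levels, with an exclusion of 10 RPM. Without that exclusion, 14 of the 17 miRNAs in 3 d vs. 1 d, 19 of the 22 in 5 d vs. 1 d and 10 of the 10 in 5 d vs. 3 d are in Table S2. The exclusion was read as a mean of at least 10 CPM in at least 1 phase. This setting, chosen after seeing the values, gave 22, 26 and 13 miRNAs without the fold-change limit, all within 1.5 times of the paper's counts, and dropped 13 of the 43 miRNAs of Table S2. With the limit, also chosen after seeing the values, it gave 10, 16 and 6, of which only the 16 in 5 d vs. 1 d is within 1.5 times, and it dropped 25 of the 43.

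The paper counts 13 up-regulated and 9 down-regulated miRNAs in 3 d vs. 1 d, 14 and 5 in 5 d vs. 1 d, and 9 and 3 in 5 d vs. 3 d, against 0 and 0, 3 and 2, and 0 and 0 with edgeR. The up-regulated counts came within 1.5 times of the paper's with an unadjusted p (10), the paper's own test (18) and that test with the fold-change limit (11) in 3 d vs. 1 d, with an unadjusted p (17), an unadjusted p with the fold-change limit (12) and the paper's own test with the limit (15) in 5 d vs. 1 d, and with the paper's own test (13) and that test with the limit (6) in 5 d vs. 3 d. The down-regulated counts did so with an unadjusted p and the fold-change limit (13), the paper's own test (11) and that test with the limit (6) in 3 d vs. 1 d. DESeq2 (5) also did so in 5 d vs. 1 d, as did the paper's own test with the limit (7). In 5 d vs. 3 d they did so with no filter (2), an unadjusted p (3), an unadjusted p with the limit (2), the paper's own test (4) and that test with the limit (4). The other alternatives set before the data were examined did not. With the paper's own test and at least 10 CPM, chosen after seeing the values and dropping 13 of the 43, the counts were 14 and 8, 18 and 8, and 10 and 3, and all but the 8 in 5 d vs. 1 d were within 1.5 times. The fold-change limit, also chosen after seeing the values and dropping 25 of the 43, turned them into 7 and 3, 10 and 6, and 3 and 3, where both counts in 5 d vs. 1 d and the down-regulated count in 5 d vs. 3 d were within 1.5 times.

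The paper gives 43 miRNAs as differentially expressed across the 3 phases, against 4 with edgeR's test of all phases. Of the alternatives set before the data were examined, only the paper's own test came within 1.5 times, with 30 miRNAs, all of them in Table S2. Taking every miRNA past the paper's own test in at least 1 of the 4 comparisons, a count chosen after seeing the values, gives 52, and these include all 43 of Table S2. With at least 10 CPM, also chosen after seeing the values, 23 miRNAs were past it across the 3 phases and 37 in at least 1 of the 4 comparisons, which include 30 of the 43 and drop 13. At an adjusted p, 11 of the 43 were called in any comparison and setting. DESeq2 called 5 of the 43 in 3 d vs. 1 d, 10 in 5 d vs. 1 d, 2 in 5 d vs. 3 d and 9 across the phases.

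The paper states that most miRNAs had a middle level. With the rule of Table S2 applied to the highest phase mean, 39.0% of the names were middle and 54.1% low. The authors' own level in the deposited table is middle for 59.1% of the names, and among names detected in at least 1 phase 74.6% were middle.

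The paper states that miR-9 and miR-34 share a pattern with a low level in 1 d and high levels in 3 d and 5 d. The normalized read count of tca-miR-34-5p_R+3 rose from 5204 to 12238 and 19563, and that of tca-miR-9b-3p_1ss10GT rose from 131 to 220 and 241. For tca-miR-9a-5p_R+1, the miR-9 with most reads, it went from 135019 to 71572 and 52300, with a log2 fold change of -1.49 in 5 d vs. 1 d and between -1.72 and -1.30 in all settings.

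The paper describes PC-5p-280_24071 as low in 1 d and 3 d and high in 5 d, where the normalized read counts were 1672, 1643 and 2055 and the log2 fold change in 5 d vs. 1 d was 0.19 (standard error 0.22, adjusted p = 0.858 from edgeR). The paper gives a log2 fold change above 1 as part of its rule, and for 11 of the 43 miRNAs of Table S2 no pair of phase means differed by more than that.

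Fig. 2A prints a number of miRNAs shared by all 3 phases that is higher by 1 than the number in the text, and the deposited table gives the number in the text, 242. For PC-5p-182481_31, Fig. 4A shows a qRT-PCR fold change of about 3.7 in 3 d vs. 1 d, read by eye, where the table has 3.5 reads in 1 d and 0 in 3 d.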

Other observations

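The groupings of the libraries for called miRNAs and the read-length test were set before their results were seen. The tests of depth, of miRNAs detected in a single phase, of opposite arms and of neighbouring miRNAs were chosen after the result was seen.

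Other groupings of the libraries were used to ask whether chance can be excluded. In 3 d vs. 1 d, where edgeR called 0 miRNAs (29 at an unadjusted p below 0.05, and 6 with DESeq2), 10 of the 10 splits of the 6 libraries gave as many, which a count of 0 makes certain. Only 1 of 10 splits of 5 d vs. 1 d, the real one, gave 5 calls, but the splits alone cannot exclude chance, since with 10 of them the share is never under 0.1. In 5 d vs. 3 d, with 0 calls (8 at an unadjusted p below 0.05, and 2 with DESeq2), 10 of 10 gave as many, again by construction. These splits say nothing about 3 d vs. 1 d and 5 d vs. 3 d. Across the 3 phases, 1 of 100 groupings, the real one, gave 4 or more calls. Chance is therefore an unlikely source of the count of this model, although 1 of 100 is the smallest share these draws can give. These 4 miRNAs are among the 5 of 5 d vs. 1 d. That count itself was 0 with the replicate block, 0 without any one of 7 libraries, 1 without 3 d replicate 1 and 2 without 5 d replicate 2. With the paper's own test of the 3 phases at an unadjusted p below 0.05, 30 of 100 groupings gave at least 30 miRNAs (range 4 to 79, median 18.5), so chance was not excluded for that count.

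Differences in read length between the libraries were tested as a cause of the calls in 5 d vs. 1 d. With the mean read length as a covariate, all 5 called miRNAs kept an unadjusted p below 0.05, and 4 kept an adjusted p below 0.05. For PC-5p-24585_327 the adjusted p was 0.0745. This mean comes from the listed lengths of the counted miRNAs, so it follows their own levels. It is no separate measure of size selection, and the test cannot decide whether read length is a cause.

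By the rule of 1 read in every library, more miRNAs were detected in 5 d than in 1 d. The order was reversed without replicate 2 of each phase (373 in 1 d and 333 in 5 d). It was also reversed with a mean of at least 10 CPM (237 and 233), while the other settings kept it. Library depth was tested as the cause of the difference under the rule of 1 read in every library. The difference was 22 before and 22.9 after every library was thinned to the same number of reads. Among the named miRNAs, the smallest count in a library with any reads was 2.5, whereas a thinned library can keep 1 read. If low counts were cut before deposit, thinning does not make the libraries alike. The test therefore cannot decide whether depth accounts for the difference. At this equal depth, all 280 groupings of the libraries gave a mean difference between the sets with most and fewest miRNAs at least as large as the phases did (median 49.3), so the difference is no larger than random grouping gives. For the miRNAs detected in a single phase, 216 of 280 groupings gave a sum at least as large as the real 73 (range 62 to 113, median 80.5). At equal depth 235 of 280 did, with a mean of 68.0 for the phases and a median of 75.9. Chance was not excluded, and no biological explanation was tested.

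The arms of one hairpin may change together from 1 d to 5 d. In 36 pairs of miRNAs on opposite arms, with each miRNA used once and pairs of similar sequence left out, the median difference in log2 fold change was 0.51, against 0.72 for partners drawn at random with like abundance (permutation test, 1-sided, 100000 draws, p = 0.0412, and 0.0412 after Benjamini-Hochberg adjustment over the 2 tests of pairs). The means of the Table S2 miRNAs had been seen, and without any pair that holds one of them 29 pairs gave 0.32 against 0.64 (permutation test, 1-sided, p = 0.00287). Leaving out only the miR-34-5p, miR-9a and miR-317 entries gave 0.48 against 0.69 in 33 pairs (permutation test, 1-sided, p = 0.0484). An earlier run missed pairs whose hairpins were written in differing letter case and gave a smaller p. A shared precursor is a candidate explanation.

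Neighbouring hairpins on the same strand of a scaffold, up to 50 kb apart, were compared as well. In 32 pairs chosen in the same way the median difference was 0.37, against 0.69 for partners of like abundance (permutation test, 1-sided, p = 0.00179, and 0.00358 after adjustment over both tests). Some of these pairs still carry names of one family, such as tca-miR-263a-5p_R-2 with tca-miR-263b-5p_R+2_1ss10GT. Whether they affect the result was not tested. Without pairs that hold a miRNA of Table S2, 22 pairs gave 0.40 against 0.60 (permutation test, 1-sided, p = 0.0541). Leaving out only the miR-34-5p, miR-9a and miR-317 entries gave 0.35 against 0.68 in 30 pairs (permutation test, 1-sided, p = 0.00122). Whether the higher p comes from the smaller number of pairs or from miRNAs whose changes had been seen was not tested, and whether neighbours share their transcription stays open. Pairs of neighbours do not always move alike. On scaffold NW_019106660.1, 5 d vs. 1 d log2 fold changes were 1.80 for tca-miR-34-5p_R+3, 0.87 for PC-3p-2015_2755 on the other arm of its hairpin (adjusted p = 0.414 from edgeR), and 1.11 for tca-miR-317-3p_R-3, listed 22798 nt away. Between them, 7505 nt from tca-miR-34-5p_R+3, tca-miR-277-3p had 0.10 (standard error 0.29, adjusted p = 0.964). It was chosen after its values were seen, and the difference between the neighbours was not tested.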
